# Massively parallel reporter perturbation assays uncover temporal regulatory architecture during neural differentiation

**DOI:** 10.1038/s41467-022-28659-0

**Published:** 2022-03-21

**Authors:** Anat Kreimer, Tal Ashuach, Fumitaka Inoue, Alex Khodaverdian, Chengyu Deng, Nir Yosef, Nadav Ahituv

**Keywords:** Gene regulation, Differentiation, Neural stem cells, Computational biology and bioinformatics, Functional genomics

## Abstract

Gene regulatory elements play a key role in orchestrating gene expression during cellular differentiation, but what determines their function over time remains largely unknown. Here, we perform perturbation-based massively parallel reporter assays at seven early time points of neural differentiation to systematically characterize how regulatory elements and motifs within them guide cellular differentiation. By perturbing over 2,000 putative DNA binding motifs in active regulatory regions, we delineate four categories of functional elements, and observe that activity direction is mostly determined by the sequence itself, while the magnitude of effect depends on the cellular environment. We also find that fine-tuning transcription rates is often achieved by a combined activity of adjacent activating and repressing elements. Our work provides a blueprint for the sequence components needed to induce different transcriptional patterns in general and specifically during neural differentiation.

## Abstract (web summary)

How gene regulatory elements regulate gene expression during cellular differentiation remains largely unknown. Here the authors use perturbation-based massively parallel reporter assays at early time points of neural differentiation to systematically characterize how regulatory elements and motifs within them guide different transcriptional patterns.

## Introduction

Enhancers are DNA sequences containing clustered recognition sites (i.e., motifs) for transcription factors (TFs) that play a pivotal role in transcriptional regulation of gene expression during numerous biological processes, including cellular differentiation^1^. This is evident by the abundance of disease-associated variants discovered through genome-wide association studies (GWAS) and expression quantitative trait loci (eQTLs) residing in noncoding regions^2^. Despite their importance, our understanding of the regulatory grammar of enhancers, namely the manner by which their DNA sequences pertain to their function remains largely unknown, thus limiting our ability to infer how changes in these sequences affect their functionality and lead to higher-level consequences.

Various biochemical assays (e.g., ChIP-seq, DNase-seq, ATAC-seq) have enabled genome-wide identification and characterization of candidate regulatory sequences such as enhancers, across different cell types^3^, providing descriptive maps of the human genome. Complementary studies use genome modification approaches, such as CRISPR-Cas9, to functionally characterize enhancer elements by targeting their locations in the genome^4^. Such assays capture both direct and indirect causal relationships between the tested regulatory elements and cellular phenotype (e.g., gene expression) and in many cases target regions that are bound by specific transcription factors of interest^5^. Massively parallel reporter assays (MPRAs) provide an alternative approach that enables simultaneously testing the regulatory activity of thousands of regulatory sequences and their variants. In MPRA, a sequence of interest is synthesized and placed in front of a transcribed barcode. There are many variants to this technology^6^, including one that utilizes lentivirus to integrate into the genome (hereafter we refer to this as lentiMPRA;^7^) used for these assays. The ratio between the abundance of a transcribed barcode (read with RNA-seq) and the number of coding sequences (evaluated with DNA-sequencing) provides a quantitative readout for the regulatory activity of the assayed sequence^6,8–12^.

Approaches to understanding the roles of TFs in determining the activity of a given enhancer and the interplay between TFs in an enhancer^13^ are generally limited by the number of causal relationships they can study directly (e.g., via gene knockdown), primarily due to cost and availability of efficient perturbing agents. Therefore large-scale studies often use correlational inference, e.g., associating TF binding with changes in gene expression based on motif- gene association^14^. These, however, are confounded by a slew of observations whereby only a small fraction of potential TF-binding sites (TFBSs) are actually occupied in any given cell-type, and these sites vary substantially across cell types and conditions^15–18^. Another caveat of perturbing endogenous factors that affect gene expression (e.g., TFs, enhancer regions) is the abundance of indirect effects, which are difficult to discern from the direct ones. These two issues are mitigated by MPRAs, as it provides a cost-effective approach to investigate thousands of candidate enhancer sequences along with variants of these sequences in which certain DNA-binding motifs are perturbed. The concern for indirect effects is mitigated to some extent as well due to the synthetic nature of the assay (i.e., the transcribed barcode is non-functional). Previous approaches to perturbation MPRA for sequence motifs were limited to several factors and a specific cell-type or condition. For example, a previous study^9,19^ explored the activity of five activator motifs and two repressor motifs in K562 and HepG2 cells by introducing different variations to the motif sequence and another study^19^ disrupted a single motif (PPARγ) in mouse adipocytes. Altogether, they focused on a specific time point and not a temporal course or developmental process.

The differentiation of stem cells into a neural lineage provides an exemplary model for studying how gradual and non-reversible changes to the cell’s phenotype may be transcriptionally regulated. During this process, stem cells rapidly differentiate both on a molecular and physiological level to generate neurons. We previously characterized the temporal dynamics of gene expression (RNA-seq) and gene regulation (ATAC-seq, H3K27ac and H3K27me3 ChIP-seq and lentiMPRA) at seven time points (0–72 h) during the early parts of this process^20^. Using lentiMPRA, we identified numerous endogenous sequences that had temporal enhancer activity (i.e., the expression of their target barcode was well over the background levels and significantly changed over time). This activity tended to correlate with cell-endogenous changes to the expression of their target gene and to the structure of their surrounding chromatin. In addition, the genomic positions of the validated temporal sequences significantly overlapped with loci that have been associated with neurodevelopmental disorders, in particular autism spectrum disorder (ASD). Combining all our genomic data, we developed a prioritization method to select TFs that are putatively involved in driving a neural fate, and validated the role of several candidates with direct genetic perturbations. This study, however, was still limited to validations of a handful of TFs and lacks in understanding of the way by which these TFs may drive changes in transcription over time.

To more comprehensively identify DNA-binding motifs that may affect transcription and characterize the timing in which they carry out their effect, we utilized a ‘perturbation MPRA’ approach. Based on our previous data, we compiled a list of 591 regulatory sequences whose activity differed over time (considering different temporal patterns) as well as a selected set of 255 motifs within those regions. We then prioritized for testing 2144 instances of the selected motifs in the selected regions. We used leniMPRA to perturb, via three different approaches, the selected instances, and evaluated their effect over at the same seven time points (0–72 h) during the neural differentiation process. Using this approach, we found that 27% (598) of the perturbations had a significant effect on the transcription of the reporter gene. We divided these motif instances into several subtypes based on the direction (suppressing or inducing transcription) and magnitude (fold change, compared to the unperturbed and negative control sequences) of their effect. We observed that the magnitude of the effects often varied over time (indicating that it depends on the cellular environment), while the direction of the effect is independent of time and is broadly determined by the DNA sequence (i.e the combination of the perturbed motif and the surrounding region). Furthermore, we observed cases of activating and repressing motif instances that are harbored within the same regulatory region, suggesting that in those cases, fine-tuning of transcription levels may be achieved by a combination of opposing effects. Finally, by perturbing pairs of motifs in a select set of sequences, we found evidence for different patterns of cooperation between motifs, and that both fundamental models, namely the “enhanceosome” model of an all-or-nothing machinery, and the “billboard” model of independent contribution^15,21^ are supported by our data. Overall, our findings suggest that the regulatory grammar of enhancers that changed in gene expression in our system is an amalgam of a wide variety of different mechanisms. It also helps establish perturbation MPRA as a powerful approach for high-throughput investigation of such mechanisms in different cellular contexts.

## Results

### Selection of regions and motifs for perturbation MPRAs

To characterize the effect of DNA-binding motifs on gene expression over time, we first set out to choose a set of regulatory regions that showed temporal activity during early neural differentiation using lentiMPRA data from our previous study (0, 3, 6, 12, 24, 48, and 72 h post induction;^20^). Our initial candidate set consisted of 1547 171-bp sequences that were identified as temporally active (i.e., the expression of their target barcode varied significantly, both over time and in comparison to a control sequence; “Methods”^22^). We then used FIMO^23^ to computationally identify occurences of known DNA-binding motifs in each sequence (using motifs identified by Kheradpour and Kellis^24^ and Weirauch et al.^25^).

Following these analyses, we chose specific regions and motifs for perturbation lentiMPRA. As we are limited by the number of sequences that can be included in a single lentiMPRA library due to low integration rate in ESCs, we developed an optimization framework to select the combination of regions and motifs that maximizes the representation of relevant genomic properties (Fig. 1a, b; “Methods”). To this end, we wanted to include regions and motifs that are associated with different temporal patterns of chromatin and gene expression signals, derived from our previous analysis of H3K27ac ChIP-seq, ATAC-seq, and RNA-seq data in the same time points^20^. We made sure to include a sufficient number of regions in which H3K27ac is induced early in the differentiation, as well as regions that gain this mark later on, and closer to the neural progenitor (NP) phase. Similarly, we selected a minimal number of motifs whose corresponding TFs are induced early in the differentiation process, as well as motifs associated with late-induced TFs. We also chose to provide explicit preference for a curated list of regions and TFs that have been previously associated with neural induction pathways. Finally, we required that every selected motif will be perturbed in at least 20 regions (thus allowing us to observe the motif in multiple contexts), and every selected region will have at least two different perturbations (for two different motifs). With these considerations taken together, the respective experimental design problem can be represented as an optimization problem: selecting the minimal number of motif instances [(region × motif) pairs] while satisfying all of our design constraints above. In “Methods”, we describe how we represent this as a connectivity problem in graphs and how we derive a solution for it using Integer Linear Programming. Applying this scheme to our data resulted in a selection of 2144 motif instances over 591 regions and 255 motifs (Fig. 1a–c).

**Fig. 1:**
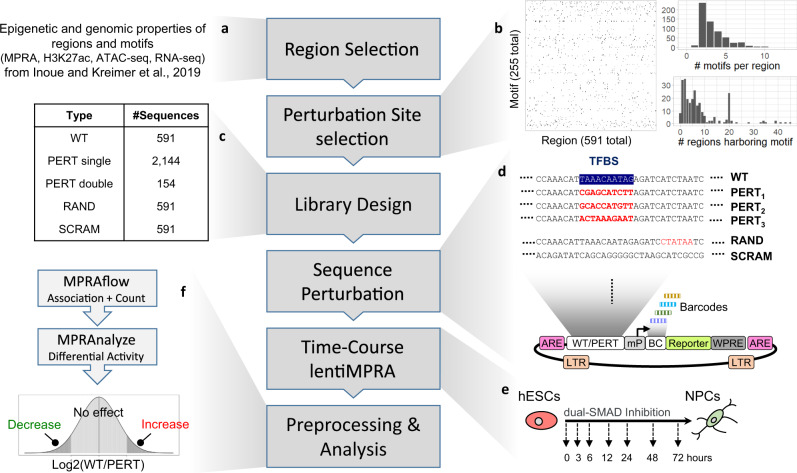
Experimental design. **a** Computational framework to select regions and perturbation sites. **b** Heatmap of motif instances in the assayed regions (left); distribution of the number of motifs perturbed in each region (top right); distribution of the number of regions harboring each motif (bottom right). **c** Library design; selected regions were included in their wild-type (WT) form, selected motifs were perturbed (by altering the sequence in the predicted motif site) using three perturbation methods individually (PERT single) as well as in combination with other perturbations in selected cases (PERT double). Random sites were perturbed (RAND) and the entire WT sequence was scrambled as negative controls (SCRAM) for each WT sequence. **d** The designed sequences were synthesized and cloned into the lentiMPRA vector and associated with 15-bp barcodes. ARE antirepressor element, BC barcode. Reporter, EGFP enhanced green fluorescent protein, LTR long terminal repeat, mP minimal promoter, WPRE Woodchuck Hepatitis Virus Posttranscriptional Regulatory Element. **e** lentiMPRA libraries were infected into hESCs and following 3 days, we induced neural differentiation via dual-SMAD inhibition and obtained DNA and RNA at seven time points (0, 3, 6, 12, 24, 48, and 72 h). **f** Association between barcodes and designed sequences, and the number of barcodes observed in DNA and RNA sequencing was determined using MPRAflow^28^. Differential analysis between WT and PERT activity to determine motif regulatory effect over time was assessed using MPRAnalyze^22^. Source data are provided as a Source Data file.

We considered the 2144 motif instances both in their wild-type (***WT***) and in a perturbed form (***PERT***), where the sequence of the motif instance is modified in order to estimate its effect. For 100 of our genomic regions, chosen by the motifs they harbor and their importance for neural differentiation (^20^; see “Methods”), we also perturbed pairs of motifs (including two appearances of the same motif in the sequence or two different motifs), to analyze cooperative effects (Fig. 1c; “Methods”). We perturbed each of the selected motifs using three different designs that rely on two approaches (Fig. 1d): In designs 1 and 2, we identified two fixed “non-motif” sequences (i.e., sequences with minimal number of predicted motif hits—details in “Methods”) and replaced the motif with the prefix of these sequences, adjusting to the motif length. In the third design, we randomly shuffled the nucleotides of the motif (“Methods“). We also included two sets of negative controls: (1) scrambled sequences (***SCRAM***)—where we shuffle all nucleotides of each of the 591 WT sequences; (2) random sequence alterations (***RAND***) – where we randomly shuffled a small region (length of the median motif size) at a random location in each region. In total, 10,041 sequences were included in our lentiMPRA library (Fig. 1c, d).

### lentiMPRA perturbation

The designed sequences were synthesized and cloned upstream of a minimal promoter (mP) into the lentiMPRA vector (Fig. 1d; “Methods“). During the cloning process, 15-bp random barcodes were placed in the 5’UTR of the EGFP reporter gene^26^. The association between the cloned sequences and barcodes was determined via DNA-seq (“Methods”). Lentivirus was generated and human embryonic stem cells (hESCs) were infected with the library (Fig. 1e). Following three days, to allow for viral integration and degradation of unintegrated virus, the hESC were differentiated to a neural lineage using the dual-Smad inhibition protocol^27^. Integrated DNA barcodes and transcribed RNA barcodes were quantified by DNA-seq and RNA-seq, respectively, at seven time points of neural differentiation (0, 3, 6, 12, 24, 48, and 72 h) (Fig. 1f). 

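The reporter library was followed in H1, an established human embryonic stem cell line that dual-Smad inhibition directs towards neural progenitors. Barcodes were counted in DNA and RNA of 3 independent replicate cultures at each of the 7 time points, which gives 21 DNA and 21 RNA libraries. In the tables that the authors made with MPRAflow, each barcode has a number of UMIs (molecular tags that let the PCR copies of a molecule be counted once) in every library. The tables hold 9948 sequences, of which 587 are WT, 591 SCRAM, 1773 RAND, 6357 have a single perturbed motif, 456 have 2 perturbed motifs and 184 have 3 or more. The WT regions have a median length of 171 bp and a GC content of 26.9 to 87.7% (median 48.5%). In the GENCODE annotation of GRCh37 (hg19), 293 of the 589 regions with a position lie between genes, 228 in introns, 51 in UTRs, 9 in coding exons and 8 in other exons. DNA libraries held 4692368 to 7494315 counts (median 5958708) and RNA libraries 9979517 to 19848682 (median 13020661). A sequence had a median of 425 to 681.5 DNA counts and 552 to 1185 RNA counts per library. Activity is the RNA count of a sequence, summed over the barcodes counted in both DNA and RNA, divided by its DNA count over the same barcodes, with each library scaled to its total. Activities are given below as multiples of the SCRAM median of the same time point and replicate, with the SD over the replicates. The effect of a perturbation is the log2 ratio of PERT to WT activity, so that a negative value means lower activity of the perturbed sequence. PERT and WT were compared with edgeR's quasi-likelihood test on the summed counts, for sequences with at least 10 DNA counts in each library, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The paper fitted these comparisons with MPRAnalyze, which models each barcode. Summing barcodes, scaling to library totals and the count minimum are choices that could change the numbers. Which replicates shared a lentivirus batch is not given in the sources used here, so that batch itself could not be entered in a fit. A fit with the replicate number as a block was run as an alternative. It would take up batch if the numbers follow the same cultures, and more comparisons of PERT with WT passed in it.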

The library infections were carried out using three biological replicates (two replicates were infected with the same lentivirus batch, while the other replicate was infected with another lentivirus batch).

Using a computational pipeline developed in our group, MPRAflow^28^, we took a stringent approach to associate barcodes with the cloned sequences. 

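The association table lists 7004354 barcodes. At least 3 UMIs and at least 80% of the UMIs on a single sequence were found for 1447874 of them (20.7%). Leaving out 51085 assigned barcodes listed without a sequence name, these covered 9970 sequences with 140.1 barcodes each on average and a median of 164.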

For each barcode, we required at least 80% of the reads associated with the barcode to map it to a single sequence, and a minimum of three reads supporting that assignment, resulting in over 1.4 million confidently assigned barcodes, and averaging 139 barcodes per sequence (“Methods”). We then analyzed the barcodes from the lentiMPRA infected cells and matched them with the confidently assigned barcodes of the library. Across biological replicates, we were able to confidently assign an average of 61.6% of the barcodes (“Methods” and Supplementary Fig. 1). Considering only confidently assigned barcodes that have a representation both in RNA and DNA from infected cells, we observed an average of 134.4 barcodes per sequence in each replicate (Supplementary Fig. 2), corresponding to 9948 out of the 10,041 designed sequences (2082, 2086, and 2114 sequences for perturbation methods 1–3, respectively (Supplementary Table 1)). 

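Motif perturbations by methods 1 and 2 were backed by fewer barcodes than those by method 3. The median single perturbation had 86 barcodes in method 1, 82 in method 2 and 121 in method 3. Fewer than 10 barcodes were found for 32.3% of the sequences of method 1, 32.7% of method 2 and 1.18% of method 3. Because of the count minimum, 354, 356 and 13 sequences of the 3 methods could not be tested. Counting barcodes seen in both DNA and RNA, the 3 replicates had 127.1, 127.7 and 127.2 barcodes per sequence over all time points. A single pair of DNA and RNA libraries had 85.1 to 103.7 (median 96.1), and between 9712 and 9823 sequences were counted in each.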

We then used MPRAnalyze^22^ to aggregate the barcodes and quantify the transcription rate induced by each tested sequence (dubbed “alpha”). 

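Across sequences, log2 activity in 2 replicates of the same time point had a median Pearson's r of 0.943 over 21 pairs, with a range from 0.910 to 0.956. Replicates 1 and 2 had a median of 0.939, replicates 1 and 3 of 0.945 and replicates 2 and 3 of 0.951. This is a correlation over sequences within the library, which are not independent samples. Sequences with fewer than 10 DNA counts in either replicate were left out.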

We observed reproducible results between replicates (average Pearson correlation 0.98) in every timepoint (Supplementary Fig. 3), and results were highly concordant with our previously characterized lentiMPRA in the same system^20^ (mean Pearson correlation 0.79, Supplementary Fig. 4). 

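WT regions were more active than their scrambled versions in all but 117 of 580 regions, by a mean log2 difference of 0.80 (SD over regions 1.06; two-sided sign-flip permutation test, p = 1e-05, the smallest that 100000 resamples can give). The median WT sequence had 1.32 ± 0.113 times the activity of the median SCRAM sequence at 0 h and 1.46 ± 0.0559 times at 48 h (SD, n = 3 replicates). At 0 h, 58.1% of WT and 7.45% of SCRAM sequences were above the SCRAM distribution at the test's threshold. At 72 h these shares were 48.0% and 3.89%.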

Comparing the four categories of sequences that we tested, we observe as expected, that overall, the scrambled negative controls (SCRAM) had the lowest transcriptional activity, while the unperturbed sequences (WT) had the highest (Supplementary Fig. 5). We also observed that sequences with a perturbed binding site (PERT) had a generally lower level of activity than sequences with a perturbation of random sites (RAND), confirming that perturbing known motifs have an effect larger than expected by chance. 

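Motif perturbation lowered activity more than alteration of a random window. Averaged over each region, PERT sequences differed from the RAND sequences of the region by a mean log2 of -0.12 (SD over regions 0.542), and 342 of 583 regions (58.7%) had the lower value in PERT. The random alterations themselves had lower activity than WT in 373 of 580 regions, with a mean log2 difference of -0.18 (SD 0.446). For PERT against WT the difference was -0.30 (SD 0.52), with PERT lower in 428 of 580 regions. For each of these comparisons, a two-sided sign-flip permutation test over regions gave the smallest possible p of 1e-05. Medians at 72 h were 1.42 ± 0.0107 times SCRAM for WT, 1.25 ± 0.0163 for RAND and 1.21 ± 0.00436 for PERT. At 3 h the values were 1.27 ± 0.137, 1.17 ± 0.0583 and 1.16 ± 0.0588, with overlapping spreads between replicates (SD, n = 3). The classes share libraries, so these spreads do not test the differences between them. From the lower activity of PERT than of RAND sequences, the paper concludes that altering known motifs has a larger effect than chance would give.

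**Figure D1:**
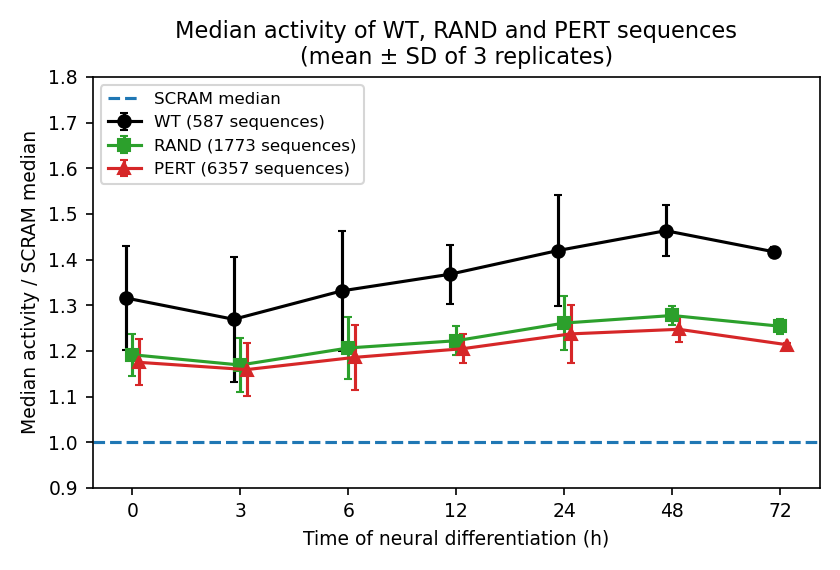
Median activity of the WT (black circles), RAND (green squares) and PERT (red triangles) sequences with a single perturbation, divided by the SCRAM median (dashed line), at each time point of differentiation; points are means and bars the SD of 3 replicates. WT lies highest throughout, at 1.32 at 0 h and 1.42 at 72 h.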

We next quantified the magnitude of deviation between PERT and WT transcription rates (Log(WT/PERT)) and compared the results between all three perturbation methods. Overall, we observed correlated results between the three methods, both in terms of the estimated transcription rate of the perturbed sequences (average Pearson correlation 0.81) and the differential activity between the perturbed sequences and their corresponding WT sequence (Log(FC), average Pearson correlation 0.71) (Supplementary Fig. 6).

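Over the 3 pairs of methods and the 7 time points, log2 activities of the same perturbed motif had a mean r of 0.891 (0.866 to 0.903) and log2 effects a mean r of 0.792 (0.763 to 0.811). Effects obtained by different methods share the WT counts of their region, which makes them correlate even without any effect. Groups simulated without an effect gave a mean r of 0.381, which depends on the noise set in the simulation. The covariance of the effects was 0.335, against 0.0118 in the simulated groups. With the WT barcodes split so that each method was compared with its own part, r was 0.752 and the covariance 0.320. Motif instances within a region are not independent of each other.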

### Identification of functional TF motifs

We next set out to identify which of the DNA-binding motifs we assayed is a functional site, i.e., a site that causes a significant change in regulatory activity when perturbed. To this end, we initially focused on sequences with a single perturbed site (rather than deletion of two sites) and used MPRAnalyze^22^ to apply a set of four filters (illustrated in Fig. 2a; Supplementary Table 1a), requiring that each tested sequence passes all four filters: (1) the PERT sequence activity significantly deviates from that of the WT sequence in at least one time point (likelihood ratio test (LRT); FDR < 0.05; “Methods“); (2) the time course of PERT activity significantly deviates from that of the WT sequence (LRT; FDR < 0.05; “Methods”); (3) either the PERT (in at least one time point) or WT (in all the time points) sequences are significantly more active than the SCRAM negative controls (MAD-based z-test; FDR < 0.05; “Methods”); (4) either the PERT or the WT sequence temporal activity significantly deviate from the temporal activity observed among the SCRAM negative control sequences (LRT; FDR < 0.05; “Methods”). Overall, these filters will include sites that when perturbed cause a significant change (compared to WT) in regulatory activity in at least one time point (filter 1) and across the temporal pattern (filter 2). In addition, sequences that are potentially activating or repressing in at least one time point or across time will be included using filters 3 and 4. Our analysis will not remove constitutive sequences as long as their temporal activity is significantly different from the WT. 

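All 4 filters were passed by 473 of 1725 tested sequences of method 1, 502 of 1726 of method 2 and 671 of 2098 of method 3. Counting perturbations of the same positions once leaves 465, 493 and 585 sites. A difference from WT at a time point in a sequence active there (filters 1 and 3) was found for 670, 721 and 825 sequences, and the tests over the time course (filters 2 and 4) were passed by 509, 540 and 711. The number of sequences passing all filters depended on single replicates. Over the 3 methods it was 1646, against 808 without replicate 2 and 518 without replicate 3, and it was higher without replicate 1.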

We applied these filters to each perturbation method separately, which resulted in 747, 775, and 749 sequences in perturbation methods 1, 2, and 3, respectively (Fig. 2b, Supplementary Fig. 7, and Supplementary Table 1a). Across the three perturbation methods, we observe that most of the sequences pass all four filters and less than 10% of the sequences pass no filter, indicating that our experimental design mainly consists of functional regulatory sequences across these time points of neural induction (Supplementary Fig. 7). 

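The filters were applied to 2079, 2082 and 2111 single perturbations of methods 1 to 3. Of these, 22.8%, 24.1% and 31.8% passed every filter, and 32.3%, 32.5% and 30.1% passed none. These shares include 354, 356 and 13 sequences that lay under the count minimum. RAND sequences, in which a window of 12 bp at a random place was altered, passed all filters in 154 (26.5% of those tested), 159 (27.3%) and 157 (26.9%) cases for methods 1 to 3. At single time points, 33.2% of the comparisons of method 3 PERT sequences and 26.3% of those of method 3 RAND sequences with WT passed edgeR's test. The rises among RAND sequences were most frequent in method 1, at 9.81% of comparisons, against 1.53% in method 2 and 4.30% in method 3. The passing RAND sequences with the largest effects lay at chr5:68218211–68218381 between genes, with mean log2 effects of -3.19 (method 2) and -3.03 (method 3), and at chr13:43167713–43167883 in an intron of TNFSF11, a cytokine gene of the TNF family, with -2.95 (method 3). The TNFSF11 region has 2 WT sequences, which had 9.97 ± 5.14 and 13.0 ± 10.9 times the SCRAM activity at 0 h (SD, n = 3), and the value rests on the former, with 5 barcodes. The number of RAND sequences passing all filters was 470 over the 3 methods, 216 without replicate 2 and 119 without replicate 3. It was higher without replicate 1.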

Comparison analysis of temporal properties from our previous work^20^ confirmed that the signal of H3K27ac, ATAC-seq, MPRA, and mRNA of both the closest gene and the motif’s associated TF were significantly lower (all time points combined, Wilcoxon *P* value <10^−10^) in removed vs. retained sequences, in each of the perturbation methods, supporting our filtering approach (Supplementary Dataset 1). We observed an overall similar level of concordance between the different methods, with an average overlap of ~70% between the three methods (Fig. 2b, Supplementary Fig. 6, and Supplementary Table 1).

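Among sites tested in both methods, 377 passed all filters in methods 1 and 2, 366 in methods 1 and 3 and 386 in methods 2 and 3. These are 83.8%, 78.7% and 83.0% of the shorter list in each pair. Independent lists of the same lengths would share 153.9, 148.3 and 159.5 sites. All 3 methods had 319 passing sites in common. The lists share the WT counts of each region, so that part of the overlap may come from these shared measurements.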

**Fig. 2:**
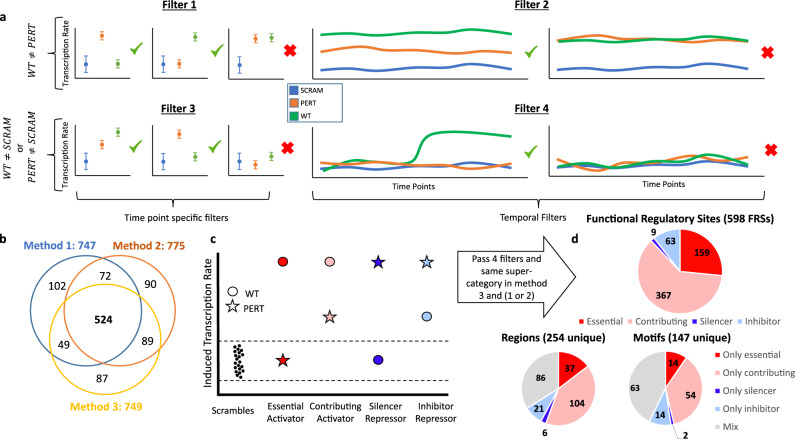
Preprocessing, consistency, and categorization of FRSs. **a** Illustration of the four filters applied to perturbed sequences to remove inactive and non-functional sites, both at each timepoint and across timepoints (error bars represent mean ± 1 SD; “Methods”). **b** Number of sequences that passed all three filters for each perturbation method. **c** Definition of main and sub-categories of motif binding effects based on their effect on transcription. **d** Distribution of categories across FRSs that pass the four filters and are under the same main category (activating or dampening) in perturbation method 3 and at least one of the perturbation methods 1 or 2. The distribution is shown across FRSs (top) and across the unique motifs and regions composing the FRSs in this study (bottom).

In the subsequent analysis, we took a conservative approach to aggregate the evidence from the three ways of perturbing motif instances. We focused on instances that had strong evidence from both approaches for perturbing a motif (i.e., random shuffle or replacement by a fixed “non-motif” sequence). To this end, we consider only instances that passed all four filters above in perturbation method 3 and in either perturbation method 1 or 2. We also require that the direction of effect (increasing or decreasing expression) to be consistent between the different methods. This resulted in 598 motif instances that had a significant and consistent effect. We refer to this set as functional regulatory sites (FRSs).

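Of 1503 sites tested in method 3 and in method 1 or 2, 398 (26.5%) met these requirements. They lie in 185 regions and belong to 128 motifs of 99 factors, and 281 passed in all 3 methods in the same direction. FRSs were found in 89 of the intergenic regions, 75 of those in introns, 18 in UTRs, 2 in coding exons and 1 in another exon. Fits without replicates 1, 2 and 3 gave 462, 200 and 129 FRSs, of which 376, 195 and 128 were among the 398.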

We examined the FRSs by conducting our analysis in three different axes: (i) the FRS level, i.e., perturbation of a specific motif in a specific region; (ii) the motif level, across different regions the motif appears in; (iii) the region level, taking into account the various functional sites that appear in it. For each axis, we also examined how the perturbation effect may change over the different time points. While our analysis is based on the consensus set of 598 motif instances, we repeated it based on sites found by each of our three perturbation methods individually, where we observe largely consistent results (Fig. 2b, Supplementary Tables 1–5, Supplementary Dataset 1; “Methods”).

### Delineating major categories of functional regulatory sites

We first analyzed the general effect of our perturbations in all 598 FRSs. Comparing the MPRA signal of WT to PERT sequences in each time point, we generally observed a reduction in activity, indicating that perturbing the predicted motif disrupts the function of an activating TF. 

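Perturbing an FRS lowered activity at most sites. The strongest effects were at SRF motifs, which bind the serum response factor, in an intron of ANXA3 at chr4:79473653–79473823. Shuffling the motif SRF_known7 (GACCATATATAG, bases 75–86 of the region) changed activity by a mean log2 of -3.94, and shuffling SRF_known1, which spans the same bases, by -3.83. The WT sequence had 15.1 times the SCRAM activity at 0 h. An IRX3 motif (CTTGTCATGTAG) in an intron of NLGN1 at chr3:173950555–173950725 had a mean effect of -3.82. Another shuffle of the same bases, designed for the motif IRX3_M5581_1.02, had an effect of -1.88. In an intergenic region at chr9:26746782–26746952, an AP-1 motif of JUN (TATGACTCAGC) had -3.35 and an overlapping FOXP3 motif -3.40. These are the sites with the largest falls among those passing in all 3 methods. The median effect of activating FRSs was -0.73 at 0 h, -0.65 at 3 h, -1.03 at 48 h and -0.96 at 72 h. Between 212 (3 h) and 325 (48 h) of them passed edgeR's test at a given time point.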

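Activity rose upon perturbation at 44 FRSs, with a median log2 effect of 0.48. Among sites passing in all 3 methods, the largest rises were found at a PKNOX2 motif (TGACAGGTGCCT) in an intron of PIK3C2B at chr1:204424333–204424503 (mean effect 1.30, with 14 to 21 barcodes per perturbed sequence and 11 for WT) and at a RARG motif, the motif of a retinoic acid receptor, in an intron of PARD3 at chr10:34716436–34716606 (1.29). They were followed by an RFX5 motif (AACTGATGA) between genes at chr5:7269041–7269211 (0.73), another RARG motif of the PARD3 region (0.71) and a ZEB1 motif (GTACAGGTGCC) at chr11:6325011–6325181 (0.68). The median rise over these 44 sites was 0.45 at 0 h and 0.56 at 72 h. Leaving out replicate 2 left 15 such sites and leaving out replicate 3 left 9. With upper-quartile scaling there were 28.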

For a smaller portion of the sites, we observed the opposite effect, i.e., increased activity, indicating that these sequences harbor binding sites with a repressive function (Supplementary Fig. 8). Importantly, these elements do not lower the baseline transcription rate of the reporter gene, and are not transcriptional repressors, but rather reduce the expression to levels comparable to the baseline of the control sequences (SCRAM), but not below it. 

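At dampening FRSs the intact WT sequence had a median of 2.17 times the SCRAM activity, and the perturbed sequence 3.27 times. The lowest WT value among them was 1.10 times SCRAM, and 0 of the 44 WT sequences lay below the SCRAM median. Sequences that passed the filters are active in WT or PERT by selection.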

To avoid confusion with transcriptional repressors we refer to these elements as *dampeners*, as they dampen the activity of the enhancer. We thus divided the perturbation effects into two main categories (Fig. 2c): (1) *activators*, identified by perturbations resulting in reduced transcription (WT > PERT); (2) *dampeners*, identified by perturbations resulting in increased transcription (PERT > WT).

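Of the 398 FRSs, 354 (88.9%, 95% Wilson interval 85.5 to 91.7%) were activating and 44 (11.1%) dampening. The interval takes sites as independent, although they share 185 regions. The share activating lay above this interval where all 3 methods had to agree, and also without replicate 2 or replicate 3. Among single perturbations passing all filters, 115 rose in method 1, 31 in method 2 and 118 in method 3. In data simulated for 0 h, edgeR's test recovered 26 of 50 log2 changes of -0.5 (52%) and 13 of 50 changes of 0.5 (26%). In the simulated time course of PERT against WT, the shares were 76% and 66%. How many real rises of this size were missed is not known from these simulations. The IRF4 motif at chr18:52274871–52275041, which interferon regulatory factors bind, had a log2 effect of 0.53 ± 0.147 (SE) at 0 h and of -0.41 ± 0.133 at 48 h and -0.37 ± 0.129 at 72 h in method 3 (adjusted p = 0.00879, 0.0169 and 0.0361, edgeR). It could not be tested in methods 1 and 2, where it had 3 and 4 barcodes, and was not counted as an FRS. Without replicate 2 or replicate 3 it no longer passed in both directions. A DMRTA2 motif at chr2:58767177–58767347 had mean effects of 0.43, -0.01 and -0.07 in methods 1 to 3 and did not pass all filters in method 3.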

Out of the 598 FRSs, we observed 526 (87.9%) that had activating effects in at least one time point (and non-significant effects in the rest of the time points), and 70 (11.7%) that had dampening effects in at least one time point (and non-significant effects in the rest of the time points) (Fig. 2d, Supplementary Table 2, and Supplementary Dataset 2), with only two FRSs alternating between activating and dampening effects at different time points (DMRTA2 motif DMRTA2_M0629_1.02 and Interferon Regulatory Factor 4 motif IRF4_M5573_1.02; Supplementary Table 2; Supplementary Dataset 2). This suggests that the direction of the effect (activating or dampening) of an FRS primarily depends on DNA sequence, and less so on the protein milieu or on other epigenetic properties that change during differentiation. 

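No FRS passed edgeR's test in both directions in method 3. The selection makes this nearly certain, since a site with both directions is kept only if another method has both as well. No FRS had a change against its own direction even at an unadjusted p of 0.05, by edgeR, DESeq2 or limma. At all 7 time points the test was passed in the same direction by 205 of 354 activating and 9 of 44 dampening FRSs. Among single perturbations that passed all filters, 2 sequences of method 3 and 1 of method 1 changed in both directions.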

Of note, as lentivirus randomly integrates into the genome, our results consider a cumulative signal from different integration locations in many cells, which essentially controls for the effects of local chromatin properties that may be present around the FRS.

To gain a better understanding of perturbation effects, we further divided our sites into four sub-categories (Fig. 2c, d, “Methods”): (1) *Essential*: activating sites that when perturbed, reduced the expression level to that of the controls (SCRAM) sequences; (2) *Contributing*: activating sites that upon perturbation reduce the expression but not to baseline levels; (3) *Inhibiting*: sites that when perturbed lead to increased activity suggesting that they encompass dampening sites that fine-tune transcription levels; (4) *Silencing*: dampening sites that block a sequence from regulating transcription, i.e., WT levels are similar to control (SCRAM) and when perturbed make the sequence active. (Fig. 2c; “Methods”).

Considering this refined division, we found that 159 and 367 out of the 526 activating FRSs, correspond to categories *essential* and *contributing* respectively (Fig. 2d and Supplementary Dataset 1). 

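Essential sites are defined by PERT activity that was not above SCRAM or not temporally active. The first condition selects for low activity, while a site that meets only the second can keep activity above SCRAM. Perturbing the 196 essential FRSs took sequences from a median of 2.82 to 1.26 times SCRAM, and perturbing the 158 contributing FRSs from 5.24 to 2.48 times. The median log2 effect was -0.999 at essential and -0.65 at contributing sites. The division moved with single replicates and with the fit. There were 252, 51 and 28 contributing FRSs without replicates 1, 2 and 3, 101 with upper-quartile scaling and 242 with the replicate as a block, and 92 essential FRSs without replicate 3.

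**Figure D2:**
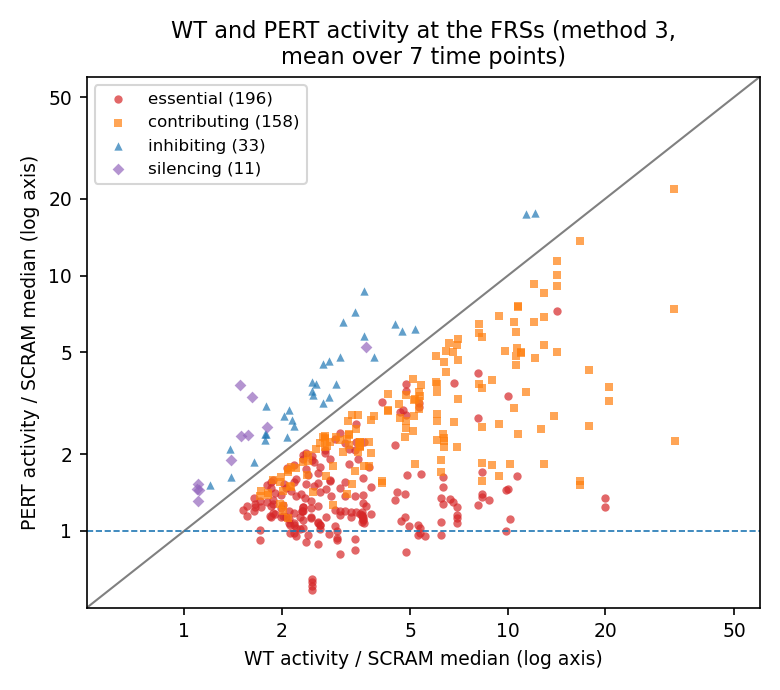
WT activity (x axis) and PERT activity (y axis) of each FRS in method 3 as multiples of the SCRAM median, averaged over the 7 time points, on log axes; the grey line marks equal activity and the dashed line the SCRAM median. The 196 essential sites (red circles) have a median of 1.26 times SCRAM in PERT, the 158 contributing sites (orange squares) one of 2.48 times, and the 44 dampening sites (blue triangles and purple diamonds) lie above the grey line.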

Out of 72 dampening FRSs, we find 9 *silencers* and 63 *inhibitors* (Fig. 2d and Supplementary Table 1). These results represent the distribution of FRSs categories in our dataset. 

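Among the dampening FRSs, 33 were inhibiting and 11 silencing. At silencing sites, sequences went from a median of 1.49 to 2.36 times SCRAM when the motif was perturbed (median log2 effect 0.50), and at inhibiting sites from 2.56 to 3.53 times (0.46). Without replicate 2 there were 12 inhibiting and 3 silencing sites, and without replicate 3 there were 6 and 3. TMM and upper-quartile scaling each gave 6 silencing sites.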

Notably, these FRSs are not a comprehensive list of all functional sites in the selected regions. For instance, we found several regions in which only dampening FRSs were identified (Fig. 2d). 

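Only dampening FRSs were found in 21 regions, with inhibiting sites alone in 11 and silencing sites alone in 10. They include introns of GNA12, which encodes a G protein subunit, HSPB8, a small heat shock protein gene, and TNFSF11. A region in an intron of EPB41L1 at chr20:34679568–34679738 and one in an intron of KLF4, a pluripotency factor, at chr9:110252111–110252281 had 2 dampening sites each.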

Since dampening FRSs only reduce the overall activating function of the region, dampener-only regions must contain additional unknown activating FRSs that were not included in our design.

We next examined how the strength of the mutation effects caused by perturbing activator sites (WT–PERT) depends on the strength of the expression generated from their respective unperturbed sequence (WT). We found that these effects scale linearly with the WT activity levels (*WT–PERT ~ a* + b* WT for some constants *a, b)* across time. 

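Across time, the loss of activity was fitted on the activity of the WT sequence at both kinds of activating site. For 79 contributing FRSs that passed edgeR's test at all time points, the median R-squared of WT - PERT on WT was 0.978, and 82.3% of sites were above 0.9. For 126 essential FRSs it was 0.992, with 93.7% above 0.9. WT activity enters both axes of this fit. With the PERT values of each contributing site shuffled over the time points, the median R-squared was still 0.895, and at essential sites it was 0.986. At essential sites the fit therefore cannot show more than the WT values that it shares. PERT activity on WT activity alone gave 0.889 at contributing and 0.328 at essential sites.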

While this is trivial for essential FRSs, we found that this linear relationship still holds among contributing activators as well (median R-squared 0.95, methods, Supplementary Fig. 9a–c). When examining fold-change values, this linear relationship translates to: *FC* = *PERT/WT* = *(1-a)* *−* *(b/WT)* for the same constants. This relationship saturates and approaches a constant (*1-a*) for sufficiently high levels of unperturbed (WT) expression (Methods; Supplementary Fig. 9d, e). These constants therefore capture the activation dynamics of each element: *a* determines the saturated value, and *b* determines the rate of saturation. 

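The fitted slope (the change in lost activity per unit change of WT activity over time) had a median of 0.68 at contributing and 0.95 at essential FRSs. It is not the share of activity lost, as the fit has an intercept and slopes reached 1.21 at contributing sites. In 59 regions with several such sites, slopes differed by a median of 0.0997 between the sites of a region and by at most 0.50. Over 35 motifs with several sites, slopes of the same motif differed by a median of 0.335 and by at most 0.65.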

We observed that different FRSs within a given region often have different constants, and the same motif has different constants when harbored in different regions, suggesting that the dynamics are not context- or factor-specific, but rather a combination of both. Overall, while the relationship between WT activity and the effect of perturbation is linear, our results show that both depend on the sequence content and the specific cellular context in which it is being assayed.

### Characterization of activating and dampening motif effects

Overall, our 598 FRSs include 147 unique motifs. Out of these 147, we observed 68 motifs that are strictly activators, 16 motifs that are strictly dampeners and 63 motifs that show either activating or dampening effects in different genomic contexts (Fig. 2d, Supplementary Figs. 10 and 11, Supplementary Table 2, and Supplementary Dataset 2). 

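Of the 128 motifs with FRSs, 92 had activating sites alone, 15 dampening sites alone and 21 both. A single FRS was found for 63 of the motifs, which can then show only a single direction. Both directions occurred in 21 of the 65 motifs with several FRSs. Without replicate 3, FRSs of 67 motifs were found.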

When examining the distribution of motif effects across regions (Supplementary Fig. 10 and Supplementary Dataset 2), we observe that related motifs tend to appear in the same regions and importantly— that motifs have different, in many times opposing, effects in different regions. This is also supported by a per motif visualization showing the distribution of categories per motif (Supplementary Fig. 11 and Supplementary Dataset 2). In addition, there are groups of similar regions that contain the same motifs (Supplementary Fig. 10 and Supplementary Dataset 2). We note that most of the motifs in our dataset (~75% Supplementary Fig. 10 and Supplementary Dataset 2) appear in five or less regions. 

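FRSs of 106 motifs (82.8%) were found in 5 or fewer regions. The motifs present in most regions were SOX1_M6475_1.02 (14 regions), BHLHE40_disc2 (13), NANOG_disc2 and CEBPZ_M6174_1.02 (12 each) and POU3F1_2 (11).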

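Among the 22 motifs with FRSs in more than 5 regions, 14 were activating in each of them. They include motifs of CTCF, the insulator protein, and of TEAD1, an effector of Hippo signalling, in 10 regions each, and of BCL6 and RELA in 9 each. The other 8 motifs had sites of both directions. They include motifs of BHLHE40, found in 13 regions, and of REST, found in 6, and those of CEBPZ, KLF15, TEAD4, RELB and ZEB1.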

Constraining the analysis to motifs that appear in more than five regions shows that 16 out of 35 such motifs (~45%) are strictly activators and all of them have mixed effects depending on the region.

We set out to examine the aforementioned sub-categories of specific motifs (Supplementary Fig. 11). Within the activating FRSs, we observed that motifs associated with the SRY-Box Transcription Factor SOX1 are the only motifs that are enriched in the set of *essential* FRSs (i.e over-representation that is unlikely to occur by chance; hypergeometric test, FDR < 0.05; Supplementary Fig. 11). Both SOX1 and its homolog SOX2 are thought to function as pioneer factors that enable subsequent binding by other TFs^29^. This is in line with our observation that the enhancer activity is completely disrupted when these motifs are perturbed. 

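SOX1 motifs were the most frequent among FRSs, and nearly all of these FRSs were essential (PERT activity not above SCRAM or not temporally active). Of 79 tested SOX1 sites, 35 were functional, all activating, in 24 regions. Of these, 31 were essential, where 17.2 would be expected from the share of essential sites among all FRSs (exact one-sided hypergeometric test, adjusted p = 1.1e-05 over 27 factors with at least 5 FRSs). NANOG, a core factor of pluripotency, had 10 essential sites among 12 FRSs (adjusted p = 0.212 by the same exact test). Without replicate 3 there were 17 essential SOX1 sites. Sites in the same region are not independent, which this test does not take into account.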

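ZIC motifs had 23 FRSs among 80 tested sites, of which 8 were contributing, 11 essential and 4 inhibiting. For ZIC2, 1 of 9 FRSs was contributing and for ZIC5 2 of 6 (adjusted p = 1.00 and 1.00, exact one-sided hypergeometric test). KLF15, a zinc finger factor, had the largest excess, with 9 contributing sites among 11 where 4.37 would be expected (adjusted p = 0.136 by the same exact test). No factor passed this test for contributing sites, and 2 of 27 had an unadjusted p under 0.05.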

Among the motifs that were enriched in the second category of having a contributing binding effect, we observed ZIC factors, which play important roles in neuroectoderm cell development^30^.

Among the transcription factors whose motifs are associated with a silencing effect is the Neuronal Differentiation factor NEUROD2. Perturbing a NEUROD2 binding site in a late-response regulatory element (chr15:75409661–75409832 (hg19); Fig. 3a) increases the transcription induced by that sequence at the later time points (48–72 h) (Fig. 3a). 

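The NEUROD2 motif (AACATATGGC) lies at bases 141–150 of this region, in an exon of PPCDC, at chr15:75409802–75409811. WT activity stayed near SCRAM, at 1.03 ± 0.0541 times at 0 h and 1.27 ± 0.209 times at 72 h (SD, n = 3). With the motif shuffled, activity was 1.72 ± 0.0733 times SCRAM at 48 h and 1.72 ± 0.397 times at 72 h. The log2 effect was 0.05 at 0 h, 0.51 ± 0.119 (SE) at 48 h (adjusted p = 0.000999, edgeR) and 0.42 ± 0.161 at 72 h, which did not pass (adjusted p = 0.0535, edgeR). Method 1 gave larger effects of 1.20 at 48 h and 1.24 at 72 h, while the method 2 sequence passed at no time point, with a mean effect of 0.08.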

While NEUROD2 is thought to be a transcriptional activator, our results are in accordance with its previously reported role as a repressor of REELIN gene expression in primary cortical neurons, by interacting with CTCF that is known to function as transcriptional repressor in a context-dependent manner^31^.

**Fig. 3:**
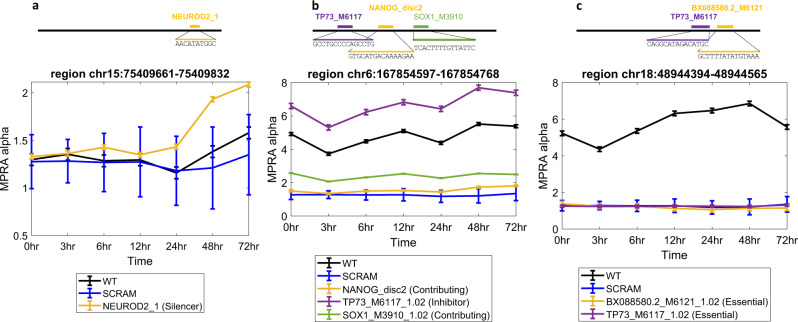
Examples of the four sub-categories of FRSs. In each figure, the WT sequence is indicated in black, centered at the mean activity and including error bars of ±1 SD across the three replicates, and SCRAM in blue including error bars of mean ± 1 SD across all scrambled sequences. Each motif is plotted in a different color, including error bars of mean ± 1 SD across the three replicates, and its perturbation effect in the regions is indicated in the text box. **a** NEOROD2 has a silencer effect. **b** NANOG, TP73, SOX1 have contributing, inhibiting, contributing effects concordantly. **c** BX088580.2, TP73 both have essential effects. All genomic coordinates are hg19. Source data are provided as a Source Data file.

Considering the set of *Inhibitor* motifs, which could fine-tune regulatory activity by partially reducing it, we saw enrichment for the P53-Like Transcription Factor TP73. For example, perturbing a TP73-binding site in region chr6:167854597–167854768 (hg19) substantially increases the activity of that enhancer across all time points. 

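Among 5 TP73 FRSs (20 tested), 2 were inhibiting, 2 essential and 1 contributing. From the share of inhibiting sites among all FRSs, 0.415 would be expected (exact one-sided hypergeometric test, adjusted p = 0.729 over 27 factors). At the site on chromosome 6, GCCTGCCCCAGCCTG at bases 23–37 of the region, shuffling raised activity by a mean log2 of 0.52, and edgeR's test was passed at 6 of 7 time points. At 72 h the effect was 0.46 ± 0.157 (SE, adjusted p = 0.0321, edgeR). The effect differed between methods, with 1.04 in method 1 and -0.09 in method 2, where it did not pass. The other inhibiting site, in an intron of SLC45A3 at chr1:205641297–205641467, had a mean effect of 0.16.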

Notably, this region also contains two functional binding sites that activate transcription, and harbor NANOG (NANOG_disc2) and SOX1 (SOX1_M3910_1.02) binding motifs (Fig. 3b). 

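In this intergenic region, the NANOG and SOX1 motifs carried most of the activity. WT activity was 4.44 ± 0.943 times SCRAM at 0 h and 4.92 ± 0.377 times at 72 h (SD, n = 3). Shuffling the NANOG motif (GTGCATGACAAAGAA, bases 61–75) left 1.42 times at 72 h, a log2 effect of -1.81 ± 0.141 (SE, adjusted p = 1.63e-08, edgeR). For the SOX1 motif (TCACTTTTGTTATTC, bases 93–107), 2.22 times remained, with an effect of -1.15 ± 0.121 (adjusted p = 6.94e-07, edgeR). Both were essential here by the rule of PERT activity not above SCRAM or not temporally active. That rule can be met without a fall to SCRAM levels. Mean effects in methods 1 to 3 were -1.70, -1.82 and -1.74 for NANOG and -1.17, -1.38 and -1.02 for SOX1. With the TP73 motif shuffled, activity was 6.36 times SCRAM at 0 h and 6.83 times at 72 h.

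**Figure D3:**
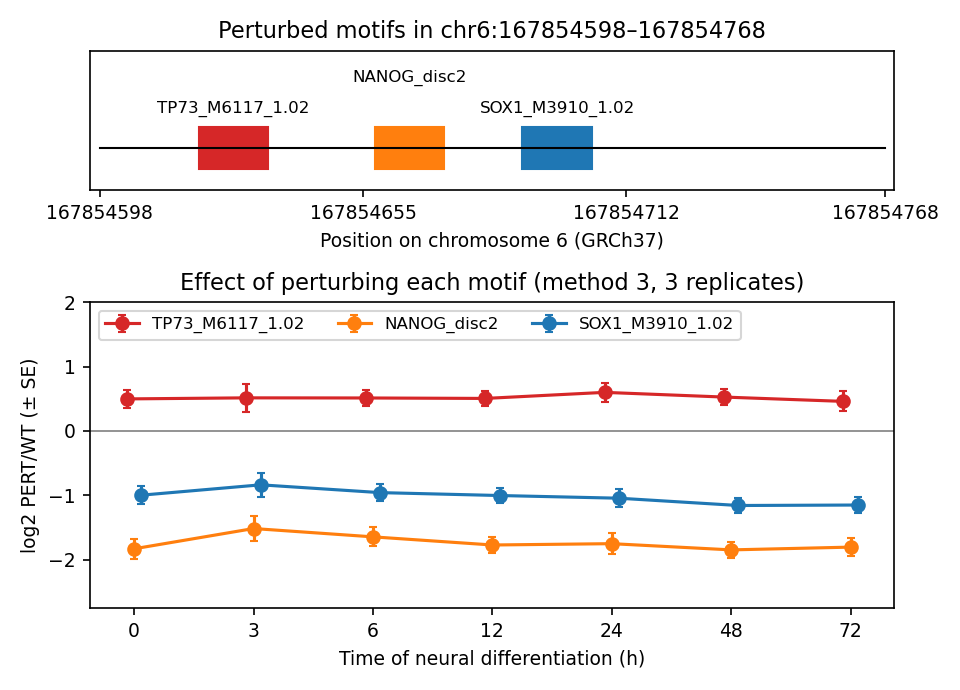
Positions of the perturbed motifs on chromosome 6 (upper panel, GRCh37) and log2 PERT/WT effect of shuffling each motif (method 3) at each time point with its SE (lower panel, 3 replicates). NANOG_disc2 and SOX1_M3910_1.02 lie below 0 at all 7 time points, with means of -1.74 and -1.02, and TP73_M6117_1.02 above 0 with a mean of 0.52.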

Interestingly, we also found six instances where TP73-binding motifs function as activators (Fig. 3c and Supplementary Table 1). 

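TP73 motifs were activating at 3 FRSs. At chr18:48944395–48944565, between genes, the TP73 motif (CAGGCATAGACATGC, bases 107–121) was essential, with mean log2 effects of -2.19, -2.19 and -2.28 in methods 1 to 3. At 72 h its perturbation took activity from 5.04 to 1.03 times SCRAM (log2 effect -2.27 ± 0.135 SE, adjusted p = 4.04e-10, edgeR). Perturbing the BX088580.2 motif nearby (GCTTTTATATGTAAA, bases 131–145) had an effect of -2.53 ± 0.145 at that time (adjusted p = 2.5e-10, edgeR). The other activating TP73 sites were essential at chr7:75793253–75793423 (mean effect -1.39) and contributing at chr8:128746291–128746461 (-0.25).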

TP73 has been shown to regulate NPC proliferation in the developing and adult mouse central nervous system^32,33^ and is known to interact via its subdomains with many different partner proteins, including POU^34^ which has corresponding motifs in this region and YAP1, which is known to function as both an activator or repressor^35^ in a context-dependent manner^36^. These instances demonstrate that FRSs can achieve their desired transcriptional rate by combining both activating and repressive motif sites, and that using our perturbation MPRA approach allowed us to distinguish the functionality in each specific context.

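FRSs of 79 motifs (61.7%) fell into a single sub-category, though 63 of these motifs had only a single FRS. Those of 49 motifs fell into several. SRF motifs, for example, had 8 essential and 5 contributing FRSs among 15 tested sites, and FOSL1 motifs, which AP-1 factors bind, 8 and 6. BHLHE40 motifs had 4 essential, 8 contributing and 2 silencing FRSs.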

When examining the distribution of sub-categories effects across motifs, we observed 84 (57%) motifs that appear in only one subcategory and 63 (43%) motifs with mixed effects (Fig. 2d and Supplementary Table 1). For most of the motifs the effects are mixed (Supplementary Fig. 11). These results suggest that enhancer activity is influenced both by the motif sequence and the surrounding sequence of the region harboring the motif (Supplementary Figs. 10 and 11).

Focusing on motifs that are consistently associated primarily with one direction of effect (activating or repressing), we next set out to analyze the effects of motifs on transcription during our time course, by aggregating the results from all their respective instances. We summarized the signals of motifs that show activating or repressing cumulative effect (Fig. 4). 

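Motifs of the 9 listed SOX factors, SRY among them, were activating at all 39 of their FRSs (103 sites tested), and 35 of these were essential. ZIC motifs were activating at 19 of 23 FRSs and LIM homeobox motifs, which include LHX factors, at 2 of 3. The LHX5 site had a mean log2 effect of -2.68. The dampening site was one of LHX3 (mean 0.26), with 0.40 at 0 h, 0.46 at 12 h, 0.10 at 48 h and -0.20 at 72 h. The fall at 72 h did not pass edgeR's test. OTX2 motifs were essential at 2 FRSs of 7 tested sites. PAX6, a factor of early neuroectoderm, had 5 activating FRSs in 2 regions. They comprised 4 in an intron of EP400 with mean effects from -0.34 to -1.52 and 1 at chr8:32987010–32987180 with -2.14. Perturbing 6 PAX6 motifs of the EP400 region together had log2 effects of 0.02, -1.01 and 0.37 in methods 1 to 3.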

Among the TFs associated with activator motifs, we observe the neural markers SOX, LHX, ZIC, and FOX families^20,29,30,37–44^ (Fig. 4a), as well as motifs associated with factors known to be involved in neural induction, such as OTX2^45,46^ and PAX6^40,47^. 

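IRX3 motifs had 4 activating FRSs among 9 tested sites, with a median log2 effect of -2.44, while the median over activating FRSs was -0.84. In the NLGN1 intron, shuffling the motif as IRX3_M5582_1.02 lowered activity at 72 h from 19.8 to 1.57 times SCRAM (log2 effect -3.68 ± 0.174 SE). The other sites had mean effects of -2.52 at chr1:230736476–230736646, -2.37 in an intron of RBMS3 at chr3:29517436–29517606 and -1.17 at chr1:69442969–69443139.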

Consistent with our recent characterization of neural induction associated TFs^20^, we also identified Iroquois Homeobox Protein 3 (IRX3) to be one of the strongest activating motifs. Among the TFs associated with repressive activity (Fig. 4b), we observed factors from the HOXD gene family, which are thought to function as repressors when bound in monomeric form^48^. 

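Motifs of the 7 listed HOX factors were dampening at 2 of 5 FRSs (25 tested), and both were HOXD motifs. The HOXD12 motif GTAATAAAA in an intron of HSPB8 at chr12:119656642–119656812 was inhibiting, with mean log2 effects of 0.26, 0.06 and 0.72 in methods 1 to 3 (not passing in method 2). The HOXD9 motif GCAATAAAAA in an intron of GNA12 at chr7:2864340–2864510 was silencing, with 0.82, 0.50 and 0.64. The activating HOX sites were those of HOXA5 and HOXC10.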

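Of 8 tested SIN3A sites, 1 was an FRS. Perturbing this motif at chr5:3101527–3101697 lowered activity by a mean log2 effect of -0.40, and it was essential.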

We also found an enrichment for a SIN3A motif, which is generally known to interact^37^ with histone deacetylase (HDAC) and function as a transcriptional co-repressor^49^. It was also reported that the SIN3A/HDAC co-repressor complex was involved in the maintenance of ESC pluripotency^49,50^.

**Fig. 4:**
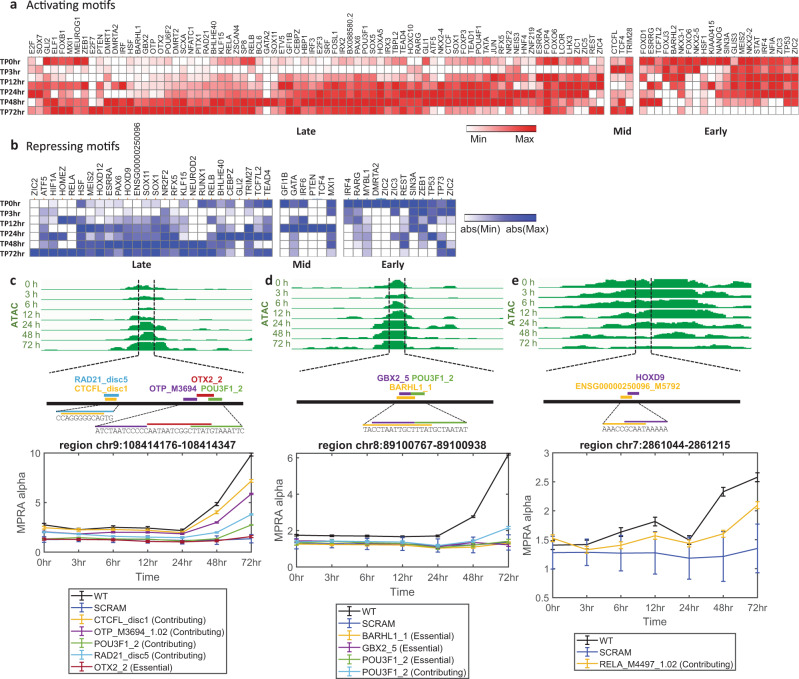
Temporal motif effects. The **a** activating or **b** repressing motifs in at least one time point. red—activator motifs, blue—repressor motifs. Color scale indicates the average of the perturbation signal (LogFC(WT/PERT)) across all significant instances of motifs for a specific TF (row normalized). Data are organized using hierarchical clustering and early, mid, and late clusters are indicated. Genome browser snapshots of assaysed sequences near predicted sequence motifs that are associated with **c** *OTX2* and **d** *BARHL1* TFs, showing the motifs that were perturbed and their effect on activity across time points. **e** HOXD9 repressor motif example. Line plots similar to Fig. 3, mean activity $$\pm$$ 1 SD across the three replicates. All coordinates are hg19. Source data are provided as a Source Data file.

To examine how the effects of motifs change over time, we clustered the signal of all activating and repressing motifs. We observed that the magnitude of effects often changes over time in a manner proportional to the unperturbed expression level (Supplementary Fig. 9). These effects range from perturbations that are effective only at the ESC stage to those that influence late-induced regions (Fig. 4). 

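The effect at 72 h differed from that at 0 h at 48 of 398 FRSs in 26 regions. The fall was larger at 72 h at 30 activating FRSs and smaller at 17, and the rise was larger at 1 dampening FRS. The region with the most larger falls was an intron of PIGL at chr17:16189364–16189534 (6 sites of SRF, SOX1 and NANOG), followed by an intron of MMP16 (4 sites). The region with the most smaller falls lay between genes at chr6:137278019–137278189 (5 sites of NANOG, SOX1 and MEIS2). All 30 larger falls were in regions whose WT activity rose from 0 to 72 h, and all 17 smaller falls in regions whose WT activity fell. The effect and the WT change share the WT counts.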

Enrichment analysis of the TFs (both activating and repressing) in the early cluster (Fig. 4a, b) indicated their involvement in processes related to cell differentiation, cell fate commitment, and regulation of development for the top ten categories, whereas enrichment of late response TFs (Fig. 4a, b) indicated, more specifically, categories related to neurogenesis and nervous system development^51^. These results support the functionality of these clusters in earlier and later stages of neural differentiation. For example, enhancers that have OTX2-binding sites reach their peak activity during the neural progenitor cell (NPC) stage. 

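The intergenic region at chr17:75738863–75739033 holds an essential FRS with an OTX2 motif and was chosen after its values were seen. Its activity was 3.02 ± 0.887 times SCRAM at 0 h, 4.605 ± 0.433 times at 48 h and 5.98 ± 0.186 times at 72 h (SD, n = 3). From 0 to 72 h the log2 change was 1.05 ± 0.14 (SE, adjusted p = 3.0e-05, edgeR), with a rise in all 3 replicates.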

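Shuffling the OTX2 motif of an intergenic region on chromosome 17 (GGAGGTTAATCCTTTAC, bases 105–121 of chr17:75738863–75739033) had a log2 effect of -1.34 ± 0.166 (SE) at 0 h, -2.12 ± 0.118 at 48 h and -2.24 ± 0.116 at 72 h (adjusted p = 2.9e-06, 4.6e-15 and 6.7e-11, edgeR). The perturbed sequence had 1.17 times the SCRAM activity at 0 h and 1.27 times at 72 h. The effect at 72 h was larger than that at 0 h by a log2 difference of -0.90 ± 0.193 (SE, adjusted p = 0.0067, edgeR). A NANOG motif at bases 12–26 of this region was essential as well, with -1.37 at 0 h and -2.06 at 72 h.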

When the OTX2 sites are perturbed, the activity at later time points (48–72 h) was decreased (Fig. 4a, c). Similarly, NPC enhancers harboring IRX2/3 (Fig. 4a) or BARHL1 (Fig. 4d) motifs decreased in activity when the binding sequences were mutated. 

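In the MMP16 intron at chr8:89100768–89100938, WT activity went from 1.43 ± 0.0926 times SCRAM at 0 h to 5.51 ± 1.99 times at 72 h (SD, n = 3). Shuffling the BARHL1 motif (TACCTAATTGCTTTAT, bases 87–102), that of a homeobox factor of the nervous system, had a log2 effect of -0.50 ± 0.159 (SE) at 0 h and -2.42 ± 0.189 at 72 h (adjusted p = 1.6e-08 at 72 h, edgeR). A GBX2 motif and a POU3F1 motif that overlap it had -2.45 and -2.23 at 72 h. Over all 4 BARHL1 FRSs the mean effect went from -0.92 at 0 h to -1.63 at 72 h, with most of the change from the MMP16 site. Over the 4 IRX3 FRSs it was -2.26 at 0 h and -2.55 at 72 h. The IRX2 FRS, at chr2:151968527–151968697, had a mean effect of -2.51.

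**Figure D4:**
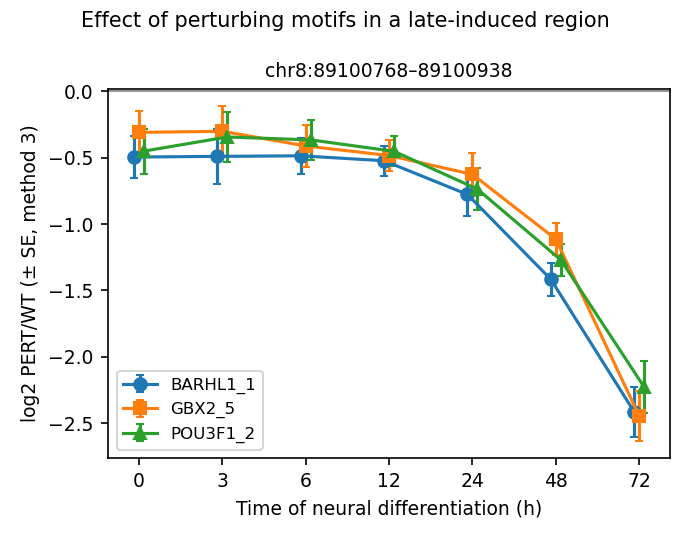
Log2 PERT/WT effect (y axis, method 3, bars are SE, 3 replicates) of shuffling each motif by time of differentiation (x axis) in the MMP16 intron region. BARHL1_1 goes from -0.50 at 0 h to -2.42 at 72 h, and GBX2_5 and POU3F1_2 reach -2.45 and -2.23.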

Correspondingly, we observe that OTX2, IRX2/3, and BARHL1 mRNA levels peak at later time points (48–72 h) (based on data published in ref. ^20^). When HOXD sites (HOXD12_M5560_1.02, HOXD9_2) were mutated, the activity at later time points (48–72 h) (Fig. 4b, e, Supplementary Table 2, and Supplementary Dataset 2) was increased. These findings indicate that these binding sites have different levels of induced activity at distinct time points of neural differentiation. This suggests that the abundance of the binding TF (i.e., the TF’s mRNA levels) at a given time point and the abundance of additional cell-state specific factors (e.g., expression of other TFs) play a significant role in proper enhancer activity.

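At the HOXD9 site, WT activity was 1.43 times SCRAM at 0 h and 1.32 times at 72 h, and the perturbed sequence reached 1.88 and 2.57 times. The log2 effect was 0.40 ± 0.162 (SE) at 0 h, which did not pass (adjusted p = 0.0707, edgeR), 0.95 ± 0.122 at 48 h and 0.97 ± 0.116 at 72 h (adjusted p = 1.9e-07 and 3.35e-06, edgeR). At the HOXD12 site the effect was 0.63 ± 0.137 at 0 h and 0.83 ± 0.146 at 72 h (adjusted p = 0.000212 at 72 h, edgeR), and it passed at all 7 time points. Activity there rose from 2.92 to 5.16 times SCRAM at 72 h when the motif was perturbed. Neither site was among those whose effect differed between 0 and 72 h.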

Interestingly, we also observed TFs whose corresponding motifs show both activating and repressing effects in different regions (Fig. 4a, b, Supplementary Dataset 2, and Supplementary Figs. 10 and 11). For example, different motifs for the Zinc finger protein (ZIC) family have repressing and activating effects across different regions (ZIC2 and ZIC3). 

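ZIC2 motifs were activating at 6 FRSs and inhibiting at 3. A pair of inhibiting sites lay in a UTR of PHF19 at chr9:123638640–123638810 (mean log2 effects 0.65 and 0.54) and the third in an intron of FHIP1A at chr4:152405952–152406122 (0.53). The strongest activating ZIC2 sites were in introns of IL17RD at chr3:57165009–57165179 (-1.28 and -1.63) and CAMTA1 at chr1:7669064–7669234 (-1.54). ZIC5 motifs were activating at all 6 of their FRSs.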

Members of the ZIC family are involved in neurogenesis and are known to function as both transcriptional activators and repressors in a context-dependent manner during embryogenesis^52^. In addition, we observed both effects for the ZEB1 motif in different regions (Fig. 4a, b and Supplementary Dataset 2) in concordance with the role of ZEB1, acting as both a transcriptional activator and repressor during neurogenesis^53,54^. 

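The ZEB1 motif was activating at 6 FRSs and inhibiting at 1. Perturbing it lowered activity most at chr2:1629252–1629422 (mean log2 effect -2.64), in an intron of DNAJA2 at chr16:46994322–46994492 (-2.598) and at chrX:130611512–130611682 (-1.64). The inhibiting site on chromosome 11 had effects of 1.22 and 0.85 in methods 1 and 2 and passed in method 3 at all 7 time points.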

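RARG motifs had 2 FRSs among 16 tested sites, both dampening and both in the PARD3 intron. WT activity of this region was 2.14 times SCRAM at 0 h and 4.00 times at 72 h. With the motif RARG_M5768_1.02 shuffled it was 7.48 and 8.61 times, a log2 effect of 1.77 ± 0.159 (SE) at 0 h and 1.11 ± 0.145 at 72 h. No RARG site passed as activating.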

We saw similar effects for the RARG motif (Fig. 4a, b and Supplementary Dataset 2). RARG is a retinoic acid receptor (RAR), a family of factors that plays a role in developmental processes and acts as a ligand-dependent transcriptional regulator. When bound to ligands, RARs activate transcription, whereas in their unbound form they repress transcription of their target genes^55^.

### Perturbation of motif pairs identifies different modes of motif interaction

We next examined the activity of the assayed regions as composite functional units consisting of multiple FRSs. Our 598 FRSs include 254 unique genomic regions. 

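FRSs were found in 185 of the 589 annotated regions (31.4%). Several FRSs were found in 128 of them, and at most 6 in a region. Without replicate 2, 88 regions had FRSs and without replicate 3, 55.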

We observe complexity in these regions in terms of having sites with different direction of effect and different sub-categorization (Supplementary Fig. 10). Specifically, when examining the set of significant perturbation effects in those regions, we observed 141 cases (~56%) with only activating effects (Fig. 2d, Supplementary Dateset 2, and Supplementary Fig. 10), which is consistent with our analysis being focused on regions that were previously identified as enhancers during neural induction^20^. 

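Only activating FRSs were found in 147 regions (79.5%). Of these, 62 held essential sites alone, 48 contributing sites alone and 37 both kinds. At chr11:61717139–61717309, for example, 1 essential and 5 contributing sites were found, of the CCAAT-binding CEBPZ, of FOSL1 and of GFI1B.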

We found 86 regions (>30%) that harbor both activating and repressing motif instances. This suggests that regulatory activity within these enhancers can be achieved by fine-tuning of binding effects, including both activating and repressing motifs to achieve the desired regulatory function. This phenomenon of context-dependent repression by transcriptional activators is consistent with what was previously reported in yeast^56^, drosophila^57^, and mammalian cells^58^. 

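Both directions were found in 17 regions (9.19%). The region in a UTR of PHF19 held 4 essential and 2 inhibiting sites. In an intron of AGO1 at chr1:36351739–36351909, a UTR of HESX1, a homeobox gene of the anterior neural plate, at chr3:57234049–57234219, and the region with the ZEB1 site on chromosome 11, 2 essential sites were found beside 1 inhibiting site.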

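Several essential FRSs were found in 61 regions. In the PIGL intron and in an intergenic region at chr1:38736206–38736376, each of 6 FRSs was essential. The MMP16 intron region had 4 essential sites of 4. At chr6:137278019–137278189, 4 of 6 FRSs were essential. Overlapping motifs are counted as separate sites where their positions differ.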

Regions with multiple *essential* FRSs, all required for regulatory activity, offer support to the “enhanceosome model” of a specific combination of factors being required in an all-or-nothing machinery^15^. In contrast, regions with multiple *contributing* FRSs supports the “billboard model”, of a flexible modular machinery that fine tunes the induced transcription levels by having independently contributing factors^59^. These results demonstrate that different regulatory sequences may be governed by either the enhanceosome or the billboard model, and some appear to be governed by a combination of both.

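In 31 regions, several contributing FRSs and no essential FRS were found. The EP400 intron region at chr12:132475303–132475473 had 4 contributing sites, all of PAX6, and the intergenic region at chr8:5023672–5023842 had 4. Regions with 3 contributing sites alone include a UTR of ITGB1, the integrin beta 1 gene, at chr10:33247228–33247398 and an intron of PIK3CD at chr1:9774468–9774638.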

We wanted to further examine how pairs of motifs interact in regulatory sequences. To that end, we examined the results of perturbing pairs of motifs, both individually and in combination, to determine how different binding sites interact in a single region (Fig. 5a and Supplementary Dataset 3). We considered the FRSs to have independent effects (following the billboard model) if the effects were log-additive: perturbing both sites was equivalent to multiplying the effects of perturbing each site separately. We used MPRAnalyze^22^ to test this hypothesis for each assayed pair in each perturbation method, by including an interaction term in the model that captures the effect of perturbing both sites while accounting for the effect of perturbing both sites individually (“Methods”). We considered pairs to have significant interaction if the size of the interaction term was larger than 0.5 and the test was statistically significant (BH-corrected *P* < 0.05). We then defined interaction as “consistent” if the pair were labeled the same (either significant or non-significant) in perturbation methods 3 and either 1 or 2, and removed inconsistent pairs from the analysis. We removed pairs in which none of the perturbations are functional, by requiring that at least one of the single perturbations pass the filtering scheme we described above. Finally, to make interpreting the results easier, we excluded pairs in which the assayed sites overlap since overlapping sites cannot be conclusively independent. Overall, out of 149 examined pairs, 24 pairs remained, of which 13 were log-additive, consistent with a billboard model of cooperation, and 11 had significant non-additive interactions (Fig. 5b). 

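Of 146 pairs tested in method 3, 36 interacted, 29 of 94 with overlapping sites and 7 of 50 with sites apart. In method 2, 18 of 53 overlapping pairs and 0 of 28 pairs apart interacted, and in method 1 11 of 54 and 1 of 28. Overlapping perturbations alter shared bases, so that their joint effect need not be the sum of the single effects. Of 29 pairs apart that were functional in method 3, 7 interacted there. None of these 7 had the same call in method 1 or 2, and 2 of them were not tested in method 1 or 2. The largest interactions were 1.87 (natural log) for a pair of IRX3 motifs that both lie at bases 3–14 of the NLGN1 intron region, 1.75 for a pair of IRX3 motifs at bases 65–76 of chr1:230736476–230736646 and 1.75 for RFX5 motifs apart at chr5:121810075–121810245. After the requirements on functional, non-overlapping pairs with the same call in method 3 and in 1 or 2, 15 pairs remained, and none of them had an interaction term above 0.5. This held at an unadjusted p as well, since the largest term in size was 0.444 for CEBPZ motifs at chr11:61717139–61717309, although 10 of the 15 terms differed from 0 (edgeR, adjusted over the pairs of the method). Without replicates 2 and 3, 7 and 6 pairs remained, and with no count minimum 2 interacting pairs were kept. For log-additive pairs, the paper proposes a billboard of independent sites.

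**Figure D5:**
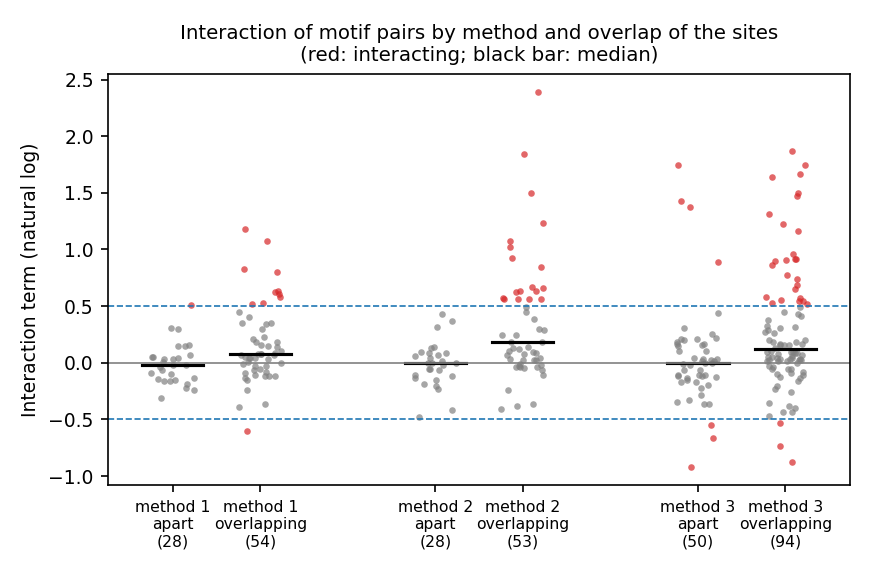
Interaction term (natural log, y axis) of each motif pair by perturbation method and by whether the 2 sites overlap (x axis, number of pairs in brackets); red points are interacting pairs, grey points the others and black bars medians, with dashed lines at 0.5 and -0.5. In method 3 the median is 0.118 for overlapping pairs and -0.0029 for pairs apart.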

While the small number of functional pairs in our results does not allow for extensive or systemic analyses, we do find anecdotal evidence of different cooperation models operating in different regions.

**Fig. 5:**
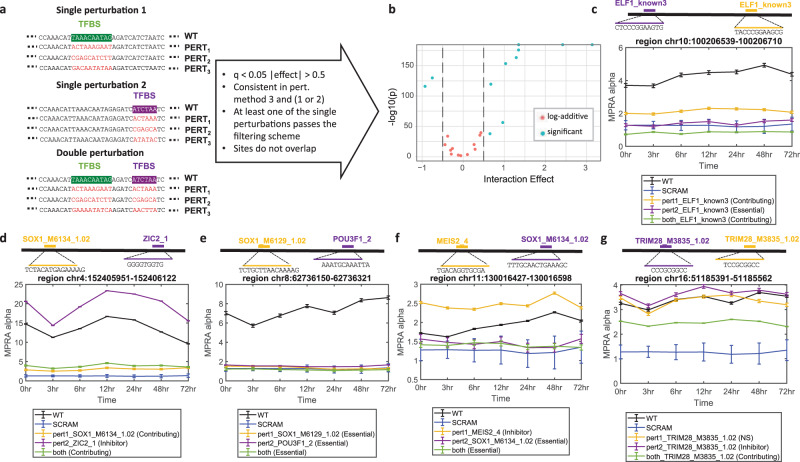
Double perturbation scheme. **a** Experimental design for perturbing two single motifs separately and then a double perturbation of both simultaneously, and the requirements for being included in downstream analysis. **b** Volcano plot for the model testing for log-additivity of the individual effects. **c**–**g** Examples of double perturbation results demonstrating different patterns of cooperation: log-additive effects consistent with a billboard model (**c**); log-additive effects of one dampening and one activating element (**d**); fully dependent cooperation consistent with the enhanceosome model (**e**); a billboard-enhanceosome hybrid model with one required element and one with a dampening effect (**f**); a redundancy example, perturbing either motif has negligible effect, but perturbing both has a substantial effect (**g**). All coordinates are hg19. Line plots similar to Fig. 3, mean activity ± 1 SD across the three replicates. Source data are provided as a Source Data file.

Among the billboard-consistent pairs, we found chr10:100206539–100206710 (hg19), residing in an intron of the *HPS1* gene, contains two FRSs each containing a motif instance of ELF1 (ELF1_known3), a transcription factor known for its binding near prefrontal cortex splicing QTL SNPs^60^ and for its role in brain development^61^. Both FRSs are activators, but do not have an identical effect, with one driving down transcription to SCRAM levels when perturbed (*essential*), and the other having a milder effect (*contributing*). 

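In this region, chr10:100206540–100206710, which the annotation places in a UTR of HPS1, the intact sequence had 3.87 times the SCRAM activity (mean over time points). Perturbing the ELF1 motif at bases 149–160 (CGCTTCCGGGTA) left 1.84 times, perturbing that at bases 27–38 (CACTTCCGGGAG) 1.18 times, and perturbing both 0.656 times. The mean log2 effects were -1.06, -1.70 and -2.53. The interaction term was 0.154 ± 0.0554 on the natural log scale (SE, adjusted p = 0.012, edgeR), below 0.5 in size. In methods 1 and 2 the perturbed sequences had 1 to 3 barcodes and were not tested.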

Perturbing both FRSs in this region further reduces the expression to levels significantly below the SCRAM baseline (Fig. 5c). In addition, we find that additive contribution can also apply to cooperating activators and dampeners, as in chr4:152405951–152406122 (hg19), an intronic region in the FAM106A1 gene body, which contains an FRS with a SOX1 motif that has a contributing effect and an FRS with a ZIC2 motif that has an inhibiting effect. Perturbing both sites results in an additive effect: transcription levels that are lower than WT, but higher than those obtained when perturbing the SOX1 motif alone (Fig. 5d). 

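The WT sequence of this region had 12.1 times the SCRAM activity (mean over time points). With the SOX1 motif at bases 31–45 perturbed it had 2.60 times, with the ZIC2 motif at bases 120–128 perturbed 17.5 times, and with both perturbed 3.38 times. The log2 effects were -2.20, 0.53 and -1.84. The interaction term of -0.111 ± 0.0698 (natural log, SE) did not differ from 0 at the threshold (adjusted p = 0.158, edgeR).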

In the non-additive regions, we found both enhanceosome and composite examples. In the all-or-nothing enhanceosome model, different elements act in a fully dependent manner. For example, chr8:62736150–62736321 (hg19) contains two essential functional sites: a SOX1 (SOX1_M6129_1.02) and a POU3F1 (POU3F1_2) motif, both necessary for activity. Perturbing either one, and concordantly both, reduces induced transcription to SCRAM levels (Fig. 5e). Both factors are known to have a key role in determining neural fate^62^. 

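WT activity in this intergenic region was 6.78 times SCRAM (mean over time points). It fell to 1.14 times with the SOX1 motif at bases 96–110 perturbed, to 1.30 times with the POU3F1 motif at bases 133–144 perturbed and to 0.939 times with both. The mean log2 effects were -2.52, -2.33 and -2.80, so that the joint effect was much smaller than the sum of the single effects. The interaction term was 1.43 ± 0.0696 (natural log, SE, adjusted p = 4.1e-34, edgeR). The pair could not be tested in methods 1 and 2 and is not among the 15 pairs kept.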

In a combination of the billboard and enhanceosome models, some factors are required for any activity while others are independently contributing. For instance, chr11:130016427–130016598 (hg19), downstream of the APLP2 gene which is involved in neural differentiation^63^ contains two FRSs: a dampening site with a motif for neural factor MEIS2, and an essential FRS harboring a SOX1 motif. Perturbing both sites results in a reduction of activity to the SCRAM levels, indicating that the SOX1 FRS is required for the overall activity of the region, whereas the dampening MEIS2 FRS is only functional in the presence of a functional activator (Fig. 5f).

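WT activity of this region, for which ST14 has the nearest transcription start, was 1.66 times SCRAM (mean over time points). With the MEIS2 motif at bases 63–74 perturbed it was 2.18 times, with the SOX1 motif at bases 97–111 perturbed 1.22 times and with both 1.16 times. The mean log2 effects were 0.40, -0.43 and -0.51. The interaction term of -0.33 ± 0.0534 (natural log, SE, adjusted p = 5.1e-08, edgeR) differed from 0 and was below 0.5 in size.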

In addition, we found regions that follow neither the billboard or enhanceosome models. In chr16:51185391-51185562 (hg19), upstream of the promoter of neurogenesis regulator SALL1^64^, we find two binding sites of TRIM28. When perturbed individually, one site has no effect, while the other has a mild dampening effect. However, when both are perturbed the effect is a significant decrease in activity. This potentially demonstrates a redundancy mechanism, whereby either binding site is sufficient for the WT activity, and both need to be perturbed in order to disrupt it (Fig. 5g). 

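In this region, which the annotation places in an intron of SALL1 at chr16:51185392–51185562, WT activity was 3.07 times SCRAM (mean over time points). Perturbing the TRIM28 motif at bases 157–165 gave 3.01 times, perturbing that at bases 87–95 gave 3.24 times and perturbing both 2.19 times in method 3, with log2 effects of -0.03, 0.07 and -0.48. The interaction term was -0.361 ± 0.0408 (natural log, SE, adjusted p = 3.2e-13, edgeR), below 0.5 in size. It was -0.0897 in method 1 and -0.185 in method 2, where perturbing the site at bases 87–95 alone had effects of -0.85 and -1.15.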

Overall our results demonstrate the power and potential of perturbation MPRA in uncovering a variety of different patterns of interaction and elucidating the complex regulatory grammar governing these behaviors.

## Discussion

Regulatory elements play a major role in cell-type-specific response to environmental conditions and perturbations. Teasing out the regulatory rules and sequences responsible for these responses could lead to a better understanding of how variations in these sequences alter their activity, and allow the accurate design or targeting of specific sequences for therapeutic purposes. Here, we used perturbation MPRA across seven time points of neural differentiation to characterize the regulatory grammar during early stages of neural induction. Our work allowed us to evaluate the effect of intact motif instances over time and annotate these instances into four major categories (*essential*, *contributing*, *inhibiting*, or *silencing*). We observe that generally a FRS either has an activating or repressive effect across all time points, suggesting that the binding motif and surrounding region largely determine the direction of effect, and that the magnitude of this effect changes over time, in a manner proportional to the activity of the WT sequence, in different cellular environments, indicating earlier and later functional motifs in this process. Finally, by carrying out two motif perturbations in a single sequence, we observed different modes of interaction between pairs of motifs.

Several studies have utilized MPRAs to characterize how TF binding may affect regulatory activity. However, these studies examined a small number of TF motifs and assessed their functional effects in a limited number of conditions or cell types. For example, placing TFBSs at different numbers, order, spacing and orientation on ‘neutral’ background sequences allowed the dissection of regulatory grammar in a human hepatocellular carcinoma cell line^59^. One common finding is that the number of TFBSs (i.e., homotypic clusters of TFBSs^65^) largely determines expression and this relationship follows a non-linear increase with an eventual plateauing of expression^56,59,66–68^. Grossman et al.^19^ used both synthetic and endogenous sequences to specifically test the effect of PPARγ binding motifs and show that distinct sets of features govern PPARγ binding vs. enhancer activity. Specifically, they found that PPARγ binding is largely governed by the affinity of the specific motif binding site while the enhancer activity of PPARγ binding sites depends on varying contributions from dozens of TFs in the immediate vicinity, including interactions between combinations of these TFs. Kheradpour et al.^9^ examined five predicted TF activators and two predicted repressors and measured effects of their motif disruption in regulatory elements using MPRA. Their findings indicate that disrupting predicted activator motifs abolishes enhancer function, while changes in repressors maintain enhancer activity. They point to evolutionary conservation, nucleosome exclusion, binding of other factors, and motif affinity, as being predictive features of enhancer activity.

Here, we analyzed the effect of over 250 motifs with three different perturbations using two approaches. In the first approach, we replaced the motif with two different “non-motif” sequences and in the second approach, we scrambled the motif’s nucleotides. All these perturbations showed high reproducibility between replicates (*r* > 0.95). Analyzing and comparing the three perturbation methods, we observed a similar level of overlap between the different methods, but we do not observe more consistency between perturbation methods 1 and 2 than either one is with perturbation method 3 (Fig. 2b, d, Supplementary Fig. 6, and Supplementary Tables 1–5). This may indicate that at least one of the fixed-sequence perturbation methods potentially introduces bias that separates it from the other, e.g., by forming de novo binding sites with endogenous sequences adjacent to the perturbed sites. 

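Effects by methods 1 and 2 had a mean r of 0.796 over the time points, those by methods 1 and 3 of 0.779 and those by methods 2 and 3 of 0.7998. For activities of the perturbed sequences, the values were 0.899, 0.898 and 0.876. The differences between the pairs were not tested.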

Since methods 1 and 2 insert a fixed sequence, this introduced bias could be systemic across the assayed regions and skew downstream results. For future experimental designs, we suggest using a more robust perturbation approach that randomly shuffles the nucleotides of the perturbed site and is less likely to introduce systemic biases.

We cataloged the function of 598 FRSs representing 254 unique endogenous regions and 147 unique motifs. Approximately 90% of FRSs act as activators with ~30% of them as essential and the rest as contributors. This finding is also in line with a saturation-based MPRA that analyzed ten disease-associated promoters and ten enhancers, finding that the majority of mutations lead to a reduction in activity (i.e., act as activators that when mutated reduce activity)^69^. In addition, while our data do not contain FRSs that repress transcription below the baseline rate, we found many instances of binding sites that have a repressive effect on the function of the enhancer itself: reducing the level of induced transcription, or even completely blocking the enhancer’s activity. These instances suggest that enhancers can be kept in a pseudo-poised state: residing in open chromatin but being blocked from activity by TF binding, and that repressive factors are often bound to functional enhancers as a mechanism for fine-tuning transcription levels.

Finally, a smaller subset of sequences was perturbed in two locations, where we perturbed two single motifs separately and jointly to assess their interaction, as a proof of concept (Fig. 5). To model these interactions, we used the billboard model of independent contribution as our null hypothesis, by assuming that the effect of each individual contribution is log-additive^19^. We tested this hypothesis using MPRAnalyze^22^ for each pair in each perturbation method (“Methods”). Only pairs which showed consistency (in perturbation methods 3 and either 1 or 2) in the significance of their interaction term (determined by the magnitude and *P* value; “Methods“), where the single motifs were not overlapping, and at least one of the single perturbation is a FRS, were considered further in our analysis. Overall, out of 149 examined pairs, 24 pairs remained, of which 13 were log-additive (Fig. 5b–d), consistent with a billboard model of cooperation, and 11 had significant non-additive interactions (Fig. 5b). In the latter category, we observed different TF cooperation models, including the “enhanceosome model” in which a strict composition of TFs are required for an enhancer’s function (Fig. 5e), a hybrid of billboard and enhanceosome models (Fig. 5f) in the same region and instances that do not fall under any of these categories (Fig. 5g). Notably, for FRSs containing two instances of the same motif, the single perturbations did not have identical effects, consistent with the growing body of work showing that the function of an enhancer depends on the specific locations and distances between binding sites, and not only of their presence^56,59,66–68^. Albeit being underpowered in the number of functional pairs does not allow for systematic conclusions, our anecdotal examples demonstrate the complexity of different TF cooperation models.

Examining whether we can gain a better understanding on the determinants of timepoint-specific regulatory activity using this model system, revealed complex results, suggesting that motif sequence alone is less likely to determine temporality without the context of the surrounding region and other bound factors (Supplementary Note 1, Supplementary Fig. 12, and Supplementary Dataset 4, 5, and 6). Therefore, future challenges following our work will include developing strategies to further understand regulatory logic and its determinants across different conditions. For example, using endogenous manipulations via CRISPR to examine the function of specific motifs and their combinations across different cellular conditions.

To address whether temporal activity of the functional regulatory sites (FRSs) are consistent with TF temporal binding using the following three strategies: first, we used RNA-seq data from^20,70^ to compare the timing of motif importance with the respective TF expression. Testing this correlation did not show conclusive results. We speculate that this is due to the nature of our analysis which is motif-based, and since similar sequence motifs are not independent, it is likely that the annotation of the FRSs suffers from misclassification of the binding factor. In addition, even if the exact factor was known, it is not established in current literature that the magnitude of TF gene expression is directly correlated with its regulatory effect, so a strong correlation is not necessarily expected. Second, we examined the overlap of ChIP-seq peaks of different TFs in hESC-derived neuroectoderm^71^ with regions where SOX1 motifs were perturbed, for sufficient statistical power. We observe significant overlap (Fisher exact test FDR < 0.05) of ChIP-seq peaks of OTX2 and SOX2 factors for FRSs compared to regions that were filtered out using the four filters described previously. This indicates that the signal we are observing using perturbation MPRA is consistent with endogenous binding of the key transcription factors that play pivotal roles in ES-to-neural differentiation^39,70^. Finally, we utilized the data we collected in our previous work^20,70^ of RNA-seq following overexpression of theseTFs: BARHL1, IRX3, LHX5, OTX1/2, PAX6. For the FRSs that contain motifs of these factors, we observe that ~85% of their closest genes are differentially expressed (compared to hESC; FDR < 0.05). This serves as an additional support of the endogenous functionality of motifs of these factors in these regions. Comparing the number of differentially expressed genes that are closest to the FRS to the distribution of the total number of differentially expressed genes, for each overexpressed TF, yielded a statistically significant result for PAX6 (Fisher exact test *P* value <0.02). However, a larger number of tested FRSs will be needed to make more rigorous conclusions.

During early neural induction, pluripotency-associated genes are rapidly downregulated and neural-associated genes are induced by a variety of factors^27,40^. As such, the rapid differentiation of hESCs into neural cells provides an exceptional model to study motif effects and how they change across developmental time points. Using this model, we previously interrogated^20^ the temporal dynamics of gene expression (RNA-seq) and gene regulation (ATAC-seq, H3K27ac and H3K27me3 ChIP-seq and lentiMPRA) at seven time points during early neural differentiation. Our current work further validated the motifs and TFs identified in our previous report to have temporal effects across neural induction. For example, we find that FRSs harboring BARHL1 and IRX3 motifs exhibit time point-specific activating effects and show changes in magnitude over time, with higher signal at the NPC state—supporting their suggested role in neural induction (Fig. 4).

Overall, our results provide an atlas of motif function across early time points of neural differentiation by directly testing hundreds of regulatory regions for the function of the motifs they harbor. To the best of our knowledge, this provides the first comprehensive perturbation MPRA study across a developmental time course, showing clear changes in regulatory activity over time. This system provides a model for how perturbation MPRA can be leveraged to identify and characterize in a high-throughput manner the functional effects of regulatory sequences across different cellular conditions/perturbations.

## Methods

### Computational analysis

#### Perturbation MPRA library design

Choosing region and motif combinations: *General description*: Our previous analysis^20^ points to a large number of regulatory regions of interest as well as multiple motif hits within those regions. Our goal is to select the most informative set of [region × motif] combinations (each corresponding to a motif instance) so as to fit within a single MPRA design. To address this, we developed a selection scheme to represent various biological aspects of our system and account for experimental limitations for the number of assyed sequences.

To do this, we formalize the information that we have about the motifs and regions as a tripartite graph, with one layer of nodes corresponding to DNA regions, another layer of nodes that represent motifs and a third layer of nodes, each representing a different property of motifs or regions (Supplementary Fig. 13). The region layer consists of the 1547 genomic regions we identified in our previous work^20^ that show temporal activity when tested using lentiMPRA in the same seven time points. The motif layer consists of motif hits found in those regions computationally (using Fimo (*P* value <10^−5^; Grant et al.^23^) with two sets of TF motifs^24,25^). Edges between the first two layers connect every motif with the regions in which it occurs. Each node in the third layer corresponds to a property of interest which characterizes a subset of the motifs and regions that are represented in the first two layers. These properties are based on genomics assays from our previous work^20^ (based on ATAC-seq, H3K27ac and H3K27me3 ChIP-seq and RNA-seq data from these seven time points). For instance, we identified several temporal patterns associated with each data modality and designated each of these patterns as a node (e.g., a node for “regions that have a transient peak in H3K27ac 48 h of post induction”). We then connect a region to a node if that respective pattern is observed in that region in the endogenous genome. Similarly, we connect a motif node to a property node. For example, a node for “motifs with an associated TF that is expressed 24 h post induction”). We then connect a motif to a node if that respective pattern is observed for that motif in the endogenous genome. We describe the “property layer” and its edges with the “motif” and “region” layers in greater detail below.

Altogether our graph now has 1547 region nodes, 4393 motif nodes and 68 property nodes. These nodes are connected by a total of 99,165 edges. Our goal now becomes to find the minimum number of [region × motif] combinations (each representing a specific motif instance, or—equivalently—an edge in our graph) that will guarantee a sufficient coverage of each property. In other words, we want to select a minimal number of motif-region pairs such that every “property node” in our third layer is connected by an edge to a sufficient number of motifs and regions (as detailed below). Having staged our data in a tripartite graph allowed us to re-state our goal as a constrained optimization problem-guaranteeing minimal level of connectivity for the third layer, while minimizing the number of selected nodes and edges in the first two layers. Since this problem is NP- hard, we followed the common practice and formulated it as an integer linear program (ILP), which can be solved efficiently through a range of heuristics with available solvers. With this ILP, we were able to select 591 regulatory regions and 255 motifs that are organized into 2144 region-motif pairs. Below, we provide a more in-depth description of this process.

*Defining the property layer:* We composed a list of biological properties based on published literature and on ATAC-seq, H3K27ac and H3K27me3 ChIP-seq and RNA-seq data we produced and analyzed in our previous paper^20^. The biological properties of TFs associated with motifs and regions include: (i) TF/region is induced/active at a specific time point. (ii) TF/region binds/belongs to significantly overlapping sub-clusters (as defined in^20^) of temporal MPRA and H3K27ac/ATAC-seq/RNA-seq signals. (iii) The TF/the proximal gene for the region is a known neural factor or belongs to one of the pathways defined below. Known neural factors: POU3F1, MYT1L, SOX2, POU3F2, LHX2, PAX6, ASCL1, SOX1, OTX2, ZNF521, NEUROG1, NEUROG2, NEUROG3, NEUROD1, NEUROD2. Pathways taken from KEGG^72^: FGF/MAPK signaling pathway hsa04010, IGF-1/mTOR signaling pathway hsa04150, Wnt/Ca + /PCP signaling pathway hsa04310, Sonic Hedgehog signaling pathway hsa04340. (iv) Hand-picked TFs (POU3F1, POU3F2, SOX2, SOX1, PAX6, OTX2, LHX2, NEUROG1, NEUROG2, NEUROD2, SP8, IRX3, SOX10, PKNOX2, HHEX, LMX1A, BARHL1, LHX5, NR2F2, DMBX1, MEIS2, OTX1, SOX21, FOXB1, SOX5, MEIS3, HOMEZ, TCF3, TCF4, ZIC1, ZIC2, ZIC3, ZIC4, ZIC5), including factors known to have a role in neural differentiation based on previous literature^20,38–44^, or based on their expression in neuroectoderm in mouse embryo, or show high “TF activity score” in the relevant time points in our data^20^. The direct edges from motifs and regions to properties, represent the biological properties a region or a motif satisfies as described above.

*The optimization program*:

1. Minimize: $$(\mathop{\sum}\limits_{r\in R}{\theta }_{r})+3* (\mathop{\sum}\limits_{(t,r)\in E{{{{{\rm{;}}}}}} \, t\in T{{{{{\rm{;}}}}}} \, r\in R}{e}_{t,r})$$
  Subject to:
2. $$\mathop{\sum}\limits_{(t,p^{\prime} )\in {E; \, t}\in T}{\theta }_{t}\, \ge \, 12\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\forall p^{\prime} \in P$$
3. $$\mathop{\sum}\limits_{(r,p^{\prime} )\in E; \, r\in R}{\theta }_{r}\, \ge\, {\min }\{17,{deg}_{R}(p^{\prime} )\}\;\;\;\;\;\;\;\;\;\,\,\,\;\forall p^{\prime} \in P$$
4. $$\mathop{\sum}\limits_{(t,r^{\prime} )\in E; \, t\in T}{\theta }_{t}\, \ge \, {\theta }_{r^{\prime} }{\min }\{3,{{deg }}_{T}(r^{\prime} )\}\;\;\;\;\;\;\;\;\,\;\;\forall r^{\prime} \in R$$
5. $$\mathop{\sum}\limits_{(t^{\prime} ,r)\in E;\, r\in R}{\theta }_{r}\, \ge \, {\theta }_{t^{\prime} }{\min }\{20,{deg}_{R}(t^{\prime} )\}\;\;\;\;\;\;\;\,\,\;\forall t^{\prime} \in T$$
6. $${e}_{t,r}\, \ge \, {\theta }_{t}+{\theta }_{r}-1\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\,\;\forall (t,r)\in {E;t}\in {T;r}\in R$$
7. $$\mathop{\sum}\limits_{t\in {T}_{i}}{\theta }_{t}\, \le \, 2\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\,\;\;\;\forall {T}_{i}$$
8. $$\mathop{\sum}\limits_{t\in {T}_{i}}{\theta }_{t}\, \ge \, 1\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\;\,\;\forall {T}_{i}\in {HandPicked}$$
9. $$\mathop{\sum}\limits_{r\in R}{\theta }_{r} \, \ge \, 0.4* {|R|}$$
10. $$\mathop{\sum}\limits_{(t,r)\in E; \, t\in T; \, r\in R}{e}_{t,r}\, \ge \, 5* \mathop{\sum}\limits_{(t,r)\in {E}_{p};\, t\in T; \, r\in R}{e}_{t,r}$$
11. $$\mathop{\sum}\limits_{t\in {T}_{B}}{\theta }_{t} \, \ge \, 1.5* \mathop{\sum}\limits_{t\in {T}_{S}}{\theta }_{t}$$
12. $${\theta }_{t},{\theta }_{r},{e}_{t,r}\in \{{{{{\mathrm{0,1}}}}}\}$$

*The decision variables represent the following*: *θ*_*t*_ is a binary variable that indicates whether we chose the motif *t*; *θ*_*r*_ is a binary variable that represents whether the region *r* was selected. $${e}_{t,r}$$ is a binary variable that denotes whether a motif × region pair (*t* and *r*) has been selected.

*Parameters include*:

P—represent the properties.

R—represent the regions.

T—represents the motifs.

deg_R(p)—represents the number of edges connecting property p to regions.

deg_R(t)—represents the number of edges connecting motif t to regions.

deg_T(r)—represents the number of edges connecting region r to motifs.

$${T}_{i}$$ is a subset of *T* that contains all the motifs corresponding to TF i.

$${E}_{p}$$ as a subset of the edges with lower confidence (i.e., edges that connect to properties representing non significantly overlapping sub-clusters of temporal MPRA and H3K27ac/ATAC-seq/RNA-seq signals),

We define $${T}_{B}$$ as the subset of motifs connected to at least 5 regions, and $${T}_{S}$$ as the subset of motifs connected to fewer than five regions.

*Constraints:* The constraints described in the equations above ensure that: (1) Each property is connected to at least 12 motifs. (2) Each property is connected to at least 17 regions (or all regions if it’s below 17). (3) Each region is connected to at least 3 motifs. (4) Each motif is connected to at least 20 regions. (5) An edge is active if both nodes of the edge are active. (6) For each TF, no more than two motifs are chosen. (7) All hand-picked TFs are used at least once. (8) At least 40% of all regions are used. (9) At most 1/6 of the total edges used are low confidence edges. (10) At least 60% of motifs chosen are motifs connected with many regions ($${T}_{B}$$), s.t. the solver does not bias towards lowly connected motifs. (11) All variables are binary.

For each $${T}_{i}$$∊ *Hand-picked*, one representative motif must be in the solution.

*Our objective* is to minimize the overall number of MPRA sequences to design. It is a sum that accounts for corresponding to the number of unperturbed (WT) regions plus the number of perturbations (i.e., regions and motif combinations). We multiply by 3 since we have three perturbation methods (i.e., we need three MPRA sequences for every pair).

Different categories of sequences designed on the array: Overall, the solver picked 591 regions, 255 unique motifs which correspond to 166 unique TFs. We used the combinations of region and motifs chosen by the solver to represent the following sequence categories on the array (Supplementary File 1):

1. One motif is perturbed in the sequence. For combinations of regions and motifs where the motif is detected once in the sequence (**hit1** *N* = 1620).
2. Two motifs of the same motif are perturbed in the sequence. For combinations of regions and motifs where the motif is detected twice in the sequence: if the +/− strand carry exactly the same motif we only replace the motif one time in the + strand (**hit2** *N* = 62), otherwise (**hit2diff** *N* = 90) we perturbed each motif separately and then both of them—starting with the + strand. If three or more hits of the same motif are observed – we discard those region-motif combinations (*N* = 52).

Additional to the combinations picked by the solver, we considered the 591 WT regions and added more combinations (not chosen by the solver) that contain motifs of the following 11 TFs. These TFs were chosen (LHX5, MEIS2, PAX6, FOXB1, SOX1, IRX3, OTX2, ZIC2, SP8, POU3F1, HOMEZ) based on their high “TF activity score” in the relevant time points in our data^20^ and their mRNA expression in neuroectoderm in the mouse embryo.

3) One motif is perturbed in the sequence. For combinations of region and motif where the motif is detected once in the sequence (**Overexpressed_hit1** *N* = 221 and **Overexpressed_permutation** *N* = 58).
4) Two motifs of the same motif are perturbed in the sequence. For combinations of regions and motifs where the motif is detected twice in the sequence: if the +/− strand carry exactly the same motif we only replace the motif one time in the + strand (**Overexpressed_hit2** *N* = 3), otherwise (**Overexpressed_hit2diff** *N* = 1) we perturbed each motif separately and then both of them − starting with the + strand.
5) Combinations of two or more motifs are perturbed in the sequence. For combinations of regions and motifs where we observe two or more different motifs in the sequence (**Overexpressed_permutation** *N* = 125). We examined combinations of motif hits of these 11 TFs in our regions.

Overall, most of the data include a single motif perturbation per region (*N* = 2144) and a smaller part with two or more motif perturbations per region (*N* = 216 out of those: *N* = 154 two motifs; *N* = 62 more than two motifs) comprising a total of 2360 designed region and motif sequences.

We also assayed WT and control sequences:

1. We assayed 591 **WT** sequences. WT sequences are the endogenous 171-bp sequences.
2. We assayed 591 scrambled sequences (**SCRAM**). Scrambled sequences are based on WT sequences with shuffled nucleotides, creating a set of negative controls.
3. We assayed 591 sequences with random alterations (***RAND***)—where we randomly chose a location in the region and perturbed the median motif size (12 bp) starting in that location, creating an additional set of negative controls.

We perturbed predicted motifs within each genomic region (2360 combinations) using three perturbation approaches: the first two replace the predicted binding site with a “non-motif” sequence whereas the third one shuffles the nucleotides of the predicted binding site described in the next section. For the **RAND** sequence category, we used the same three perturbation approaches.

Different motif scrambling (perturbation) approaches

Approach 1—create “non-motif” sequences following these steps:

1. Use all the 2464 MPRA sequences we designed in our previous work^20^ based on their potential to be active during neural differentiation.
2. Count #di-nucleotides and calculate their percentage of appearance in those sequences.
3. Create a di-nucleotide scrambled sequence in the length of the maximal motif, i.e., “scrambled motif”.
4. Create 1000 maximal length “scrambled motifs”.
5. Run these 1000 “scrambled motifs” through Fimo^23^ with the two sets of TF motifs^24,25^ and choose the ones with the lowest number of motif hits (*P* value <10^−4^) − 13 “scrambled motifs” had 0 hits.
6. In each chosen combination of region and motif (described in the previous section)—replace the motif appearance with the prefix of the “scrambled motif” (adjusting to each motif length) using these two strategies that avoid motifs creation in the edges of the sequences: (1) use 3 bp downstream and upstream of the motif in the original sequence (2) use the original sequence. Repeat this 13 times using each one of the “scrambled motifs”.
7. Run the sequences created using the two strategies: (1) 3 bp“scrambled motif prefix”3 bp (2) original_sequence_start“scrambled motif prefix”original_sequence_end, through Fimo^23^ with the two sets of TF motifs^24,25^ (*P* value <10^−4^).
8. Choose the two “scrambled motifs” that result in the lowest number of motif hits indicated by the median rank across the two strategies, i.e., “non-motif sequences” that would be used on the array.

Approach 2—shuffle the motif:

In each chosen combination of region and motif, scramble the motif by shuffling its nucleotides.

#### Library processing: replicates, association, barcode count, ratio

Association: Reads from the association library were aligned to the reference set of sequences using bowtie2^73^ with the*–very-sensitive* preset parameters for maximal accuracy. A barcode was confidently assigned to a sequence if at least 3 unique UMIs supported that assignment and at least 80% of the UMIs associated with that barcode were aligned to the sequence. Barcodes that were not confidently assigned were considered ambiguous and discarded from downstream analyses. Overall, 7,004,354 barcodes were observed, of which 1,447,874 (20%) were confidently assigned, averaging 139.2 barcodes per sequence Supplementary Figs. 1 and 2). 

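With 99% of the UMIs required on a single sequence, 1134341 barcodes (16.2% of those in the association table) were assigned.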

To make sure that our results are robust to the association thresholds, we repeated our analysis with a 99% threshold for the confident association, which resulted in highly consistent activity estimates (Pearson’s correlation 0.97).

MPRA barcode counting: Reads from the MPRA libraries were processed against the set of confidently assigned barcodes, requiring a perfect match. Of the barcodes observed in the MPRA libraries, an average of 61.6% were confidently assigned, 37.4% were ambiguous (observed in the association library but were not confidently assigned), and 0.9% were unobserved in the association library (Supplementary Fig. 2). Only barcodes that appeared in at least two corresponding libraries (DNA and RNA libraries from the same time point and replicate) were included in downstream analyses, resulting in an average of 134.4 barcodes per sequence.

Quantification of induced transcription rate with MPRAnalyze: Quantification of induced transcriptional rates (“alpha” values) was performed using MPRAnalyze^22^. Briefly, MPRAnalyze fits two nested generalized linear models (GLMs): the first estimates the latent construct counts from the observed DNA counts, and the second estimates the latent rate of transcription from the latent construct estimates and observed RNA counts. The models are optimized using likelihood maximization, with a gamma likelihood for the DNA counts and a negative binomial likelihood for the RNA counts. MPRAnalyze includes library-size normalization factors, which were computed once using the entire dataset and then used across all analyses, including per-timepoint analyses, to maintain consistency. For quantification of alpha values, the full experimental design was included in the design matrix for the DNA model (~ timepoint + replicate + barcode), and an alpha value was extracted for each time point and replicate (RNA model: ~ timepoint + replicate).

Classification of active sequences with MPRAnalyze: Classification of active sequences was performed using the standard MPRAnalyze classification analysis, in which alpha values are mad-normalized (a median-based variant of z-normalization) and tested each value against the null distribution, estimated from the alpha values from the negative control scrambled sequences.

Comparative analyses with MPRAnalyze: The GLM structure of MPRAnalyze allows for a flexible framework to perform comparative analyses by using various design matrices for the different analyses (detailed below). Since the models are optimized using likelihood maximization, a likelihood ratio testing can be used for statistical significance and was used throughout all analyses in the manuscript. *P* values were computed for each comparison and corrected within each analysis using Benjamini–Hochberg FDR correction^74^.

For the per time point comparative analyses, each PERT and RAND sequence was compared with the corresponding WT sequence within each time point (DNA design: ~ replicate + barcode + sequence; Full RNA design: ~sequence; reduced RNA design: ~1). The resulting *P* values were corrected jointly across all timepoints.

For temporal analyses, aimed at determining which sequences had temporal activity, we set the null behavior to be the temporal behavior exhibited by the scrambled sequences, by fitting a joint model to all SCRAM sequences and using the model coefficients as normalization factors for the comparative models (DNA design: ~ timepoint + replicate + barcode; Full RNA design: ~ timepoint; reduced RNA design: ~1).

For the comparative temporal analyses, we compared the temporal activity of each PERT or RAND sequence with the corresponding WT sequence, using an interaction term in the design (DNA design: ~timepoint + replicate + barcode; full RNA design: ~time * sequence; reduced RNA design: ~time). Note that the barcode covariate in the allele-comparative analyses (per-time point comparative analysis and temporal comparative analysis) is sequence-specific, so the barcode factor is confounded by the sequence variable.

Interaction analyses for multiple-perturbations using MPRAnalyze: The distribution of the joint perturbation design is as follows: for the same PWM joint perturbations (91): we have 19 that appear in one region, 6 in two regions, 4 in three regions, 2 in four regions, 2 in five regions, 2 in six regions, 1 in seven regions and 1 in eleven regions. For the different PWM joint perturbations (63): 5 appear in two regions, 1 in three regions, 2 in four regions, 1 in eight regions, and 1 in nine regions. All the rest appear in one region.

We used MPRAnalyze to characterize the interactions between pairs of motifs by testing the hypothesis that corresponds to the billboard model of independent contribution, by assuming that the effects of each individual contribution is log-additive. We, therefore, included two binary covariates in the model: Pert1 indicated whether the observation comes from a sequence that contained the first Perturbation, Pert2 indicated whether it contained the second perturbation. In the full model, we then included an interaction term between these two covariates (y ~ time + Pert1 * Pert2), which we excluded from the reduced model (*y ~ time + Pert1 + Pert2*), so the effects will be independent. We then used a Likelihood Ratio Test to determine statistical significance, and the interaction coefficient was used as the interaction effect size.

Calculating RNA/DNA ratios: The calculation of RNA to DNA ratio is explained in detail in our previous work^20,59^. Briefly, to estimate the abundance of DNA or RNA per sequence and for each replicate (in order to compare replicates and time point), we use a simple averaging scheme:

13. D(R)NA per sequence = $$\frac{{10}^{6}* {\sum }_{i=1}^{{\#BC}}{D(R){NA}}_{i}}{{\#BC}* {sun}(D(R){NAreads})}$$ where D(R)NA_i_ denotes the reads of a specific barcode i among the #BC barcodes that belong to the respective sequence.

To determine the RNA/DNA ratios per sequence and for each replicate we the sum of ratios:

14. $$\left(\mathop{\sum}\limits_{i=1}^{\#BC}\frac{RNA_{i}}{sum(RNA\;reads)}/\frac{DNA_{i}}{sum(DNA\;reads)}\right)$$/$${\#BC}$$

We added a pseudo count of 1 to the numerator and denominator to stabilize the signal from sequences with low numbers of reads. To combine replicates, we first divided the RNA/DNA ratios observed in each sample (time point/replicate) by the median ratio and then obtained the final RNA/DNA ratio by averaging the normalized values across replicates. We use the ratio calculation to compare the MPRA signal in this work to our previous work^20^ (Supplementary Fig 4).

#### Filtering sequences

Filtering sequences per time point: We use MPRAnalyze to determine differential activity (explained in the previous section), for each perturbation method and each time point, comparing the following:

(PERT, WT), (RAND, WT), (PERT, RAND), (WT, SCRAM), and (PERT, SCRAM).

We use the following filters:

Filtering sequences per time point

1. We consider only sequences where WT (at each of the seven time points) **or** PERT have significantly different (MAD-score) regulatory activity than the null (SCRAM) (filter 3): length(FDR(WT, SCRAM)  <0.05)==nof_TPs || FDR(PERT, SCRAM) < 0.05.
2. We only consider sequences where PERT has significantly different regulatory activity than its matching WT (filter 1): FDR(PERT, WT) < 0.05
  1008, 1042, 998 out of (2082, 2086, 2114) sequences for perturbation methods 1, 2, and 3, respectively, pass these filters in at least one time point.
Filtering sequences across time
3. We consider only sequences where WT **or** PERT have significantly temporally different regulatory activity than the null (SCRAM) (filter 4).
  FDR(temporal(PERT,SCRAM)) <0.05 || FDR (temporal(WT,SCRAM)) <0.05).
4. and PERT has significantly temporally different regulatory activity than its matching WT (filter 2) FDR(temporal(PERT,WT)) < 0.05.

1189, 1224, 1354 out of (2082, 2086, 2114) sequences pass the temporal filtering for perturbation methods 1, 2, and 3, respectively.

We consider only sequences that are significant (pass all filtering steps per time point) in at least one time point and follow the temporal constraints, after filtering for duplicates, resulting in overall 747, 775, 749 sequences for perturbation methods 1, 2, and 3, respectively. Duplicates, i.e., sequences with motifs perturbed in the exact same locations (corresponding to different PWMs), were filtered, by picking the sequence with the lowest temporal FDR. FRSs are defined as sequences that pass all four filters and belong to the same main category (as described in the next section) in perturbation method 3 and either perturbation methods 1 or 2.

Filtering for pairs of motifs (double perturbation): IFRSs are defined as sequences with pairs of sites for which both single-site perturbations and the joint perturbation belong to the same main category and the double perturbation is functional (i.e passed all four filters as described above) in both perturbation approaches (perturbation method 3 and either of methods 1 or 2).

#### Motif effect—main and sub-categories

**Activators**—when this motif is perturbed in a region, the regulatory activity of PERT compared to WT is significantly reduced in at least one time point.

(i) Essential—this motif is essential for the regulatory activity of the region—i.e., scrambling this motif reduces the regulatory activity to null (SCRAM) or for all time points—the regulatory activity of PERT is similar to SCRAM.

FDR(temporal(PERT,SCRAM)) >0.05 || length(FDR_MAD(PERT,SCRAM) >0.05))==nof_TP

(ii) Contributing—this motif is contributing to the regulatory activity of the region—i.e., if we scramble this motif, the region is still regulatory active and its activity is different from null (SCRAM). If a motif is not essential, it is deemed contributing.

**Repressors**—when this motif is perturbed in a region, the regulatory activity of PERT compared to WT is significantly increased at at least one time point.

(iii) Silencing—this motif has a silencing effect on the regulatory activity of the region—i.e., the regulatory activity of the WT region is not temporarily different from SCRAM or for all time points—the regulatory activity of WT is similar to SCRAM.

FDR(temporal(WT,SCRAM)) >0.05 || length(FDR_MAD(WT,SCRAM) >FDR_thresh))==nof_TP)

scrambling this motif increases the regulatory activity in at least one time point.

(iv) Inhibiting—this motif is reducing the regulatory activity of the region. If a motif is not silencing, it is deemed inhibiting.

#### Activation dynamics analysis

To examine the activation dynamics of activating FRSs, we examine activators that are active in all seven time points and fit a linear regression line to each FRS, modeling the absolute effect (WT–PERT) as a function of the WT activity level (delta ~ wt), using the *lm* function in R. the model parameters were then extracted and used for the extrapolation in Supplementary Fig. 9e).

#### Statistics and reproducibility

The 3 LentiMPRA replicates show high reproducibility (Supplementary Fig. 3). No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

### Experimental procedures

#### LentiMPRA library cloning and sequence-barcode association

The lentiMPRA library construction was performed as previously described (Gordon et al.^28^). In brief, the array-synthesized oligo pool was amplified by 5-cycle PCR using forward primer (5BC-AG-f01, Supplementary Dataset 5) and reverse primer (5BC-AG-r01, Supplementary Dataset 5) that adds the minimal promoter (mP) and spacer sequences downstream of the sequence. The amplified fragments were purified with 1.8× AMPure XP (Beckman colter), and proceeded to second round 11-cycle PCR using the same forward primer (5BC-AG-f01) and reverse primer (5BC-AG-r02, Table Supplementary Dataset 5) to add 15-nt random sequence that serves as a barcode. The amplified fragments were then inserted into *Sbf*I/*Age*I site of the pLS-SceI vector (Addgene, 137725) using NEBuilder HiFi DNA Assembly mix (NEB), followed by transformation into 10beta competent cells (NEB, C3020) using the Gemini X2 machine (BTX). We note that there is not a typical polyA signal downstream of the WPRE in our lentiviral vector, as it was reported that an internal polyA signal can decrease virus titer^75^. Colonies were allowed to grow up overnight on Carbenicillin plates and midiprepped (Qiagen, 12945). We collected ~1 million colonies, so that on average 100 barcodes were associated with each sequence. To determine the sequences of the random barcodes and their association to each sequence, the sequence-mP-barcodes fragment was amplified from the plasmid library using primers that contain flowcell adapters (P7-pLSmP-ass-gfp and P5-pLSmP-ass-i#, Supplementary Dataset 5). The fragment was then sequenced with a NextSeq 150PE kit using custom primers (R1, pLSmP-ass-seq-R1; R2 (index read), pLSmP-ass-seq-ind1; R3, pLSmP-ass-seqR2, Supplementary Dataset 5) to obtain ~50 M total reads.

#### Lentiviral infection and barcode sequencing

Lentivirus was produced in twelve 15 cm dishes of 293T cells (CRL-3216, ATCC) using Lenti-Pac HIV expression packaging kit following the manufacture’s protocol (GeneCopoeia, LT002). Lentivirus was filtered through a 0.45-μm PES filter system (Thermo Scientific, 165-0045) and concentrated by Lenti-X concentrator (Takara Bio, 631232). Titration of the lentiMPRA library was conducted on H1 human embryonic stem cells (WA-01, WiCell) as described previously^28^. Briefly, hESCs cells were plated at 1 × 10^5^ cells/well in 24-well plates and incubated for 24 h. Serial volume (0, 4, 8, 16 μL) of the lentivirus was added with 8 μg/ml polybrene, to increase infection efficiency. The infected cells were cultured for three days and then washed with PBS three times. Genomic DNA was extracted using the Wizard SV genomic DNA purification kit (Promega). The multiplicity of infection (MOI) was measured as relative amount of viral DNA (WPRE region, WPRE.F and WPRE.R) over that of genomic DNA [intronic region of LIPC gene, LP34.F and LP34.R (Supplementary Dataset 5)] by qPCR using SsoFast EvaGreen Supermix (BioRad), according to the manufacturer’s protocol. Lentiviral infection, DNA/RNA extraction, and barcodes sequencing were all performed as previously described^20^.

Briefly, ~8 million cells (three 10-cm dishes) per time point were infected with the lentivirus library with a MOI of 5–8 along with 8 μg/mL polybrene (Sigma). Three independent replicate cultures were infected. To normalize technical bias of lentivirus preps, two of these replicates were infected with the same lentivirus batch, while the other replicate was infected with another lentivirus batch. The cells were incubated for 3 days with a daily change of the media. The infected cells were induced into neural lineage using dual-Smad inhibition and harvested at 0 (right before differentiation), 3, 6, 12, 24, 48, and 72 h. DNA and RNA were purified using an AllPrep DNA/RNA mini kit (Qiagen). RNA was treated with Turbo DNase (Thermo Fisher Scientific) to remove contaminating DNA, and reverse-transcribed with SuperScript II (Invitrogen, 18064022) using barcodes-specific primer (P7-pLSmp-assUMI-gfp, Supplementary Dataset 5), which has a unique molecular identifier (UMI). Barcode DNA/cDNA from each replicate of each time point were amplified with 3-cycle PCR using specific primers (P7-pLSmp-assUMI-gfp and P5-pLSmP-5bc-i#, Supplementary Dataset 5) to add sample index and UMI. A second round of PCR was performed for 19 cycles using P5 and P7 primers (P5, P7, Supplementary Dataset 5). The fragments were purified and further sequenced with NextSeq 15PE with 10-cycle dual index reads, using custom primers (R1, pLSmP-ass-seq-ind1; R2 (index read1 for UMI), pLSmP-UMI-seq; R3, pLSmP-bc-seq; R4 (index read2 for sample index), pLSmP-5bc-seqR2, Supplementary Dataset 5).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Reporting Summary

## Data Availability

The lentiMPRA data generated in this study have been deposited in the GEO database under accession code “GSE188264”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Massively parallel reporter perturbation assays uncover temporal regulatory architecture during neural differentiation
**Source:** Nat Commun. 2022 Mar 21;13:1504. doi: 10.1038/s41467-022-28659-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Title: Supplementary Dataset 1**

**Description:** Annotation of sequences per perturbation method (pertX_pass) that passed the 4 filters and for FRSs. Each tab contains information on sequences that passed all four filters in perturbation methods 1, 2, 3 or FRSs. The columns are as follows:

motif – motif name, region: region, motif_effect – 1:essential, 2: contributing, 3: silencing, 4: inhibiting, start – motif start position within the tested sequence, end – motif end position within the tested sequence, strand – motif strand, replaced_seq – the actual replaced motif

sequence, original_cluster_WT – temporal MPRA cluster 1-4 from Inoue et al. 2019,

cluster_LogFC - temporal Lof2FC cluster, cluster_WT_alpha - temporal alpha for WT cluster, closest_genes – closest genes within 1 MB, PCHiC_celltype – closest genes as recorded by PCHiC in different cell types (celltype = hESC, NPC, excitatory, hippocampal, motor, astrocytes) from Song *et al.* 2019^2^, Log2FC_TP – Log2FC for the seven time points, WTalpha_TP – alpha from MPRAnalyze for the WT region across the seven time points, PERTalpha_TP - alpha from MPRAnalyze for the perturbation across the seven time points, func_TP – 0/1 indicating if the sequence is functional per time point, i.e. FDR<0.05, factor_celltype – indicates an overlap of this region with ChIP-seq of different factors (CTCF, NANOG, OTX2, PAX6, SOX2, SRF, TCF4, TRIM28) in different hESCs or ectoderm from Tsankov et *al.* 2015 ^3^.

Additionally, we have 3 tabs, one per each perturbation method (pertX_all), showing the following information for each sequence that was tested:

motif – motif name, region: region, motif_effect – 1: essential, 2: contributing, 3: silencing, 4: inhibiting, Fx – binary entry if the sequence passed filter 1-4, Filt: 1: filtered in 2: filtered out (duplicate), 3: filtered out (didn’t pass one of the 4 filters), start – motif start position within the

tested sequence, end – motif end position within the tested sequence, strand – motif strand,

replaced_seq – the actual replaced motif sequence, TPhr_K27ac – signal from ChIP-seq of H3K27ac in this region in that time point, TPhr_ATACseq – signal from ATAC-seq in this region in that time point, TPhr_RNAseq – signal from RNA-seq in that time point for the closest gene to this region, TPhr_MPRA – signal from MPRA in this region in that time point, TPhr_TF_RNAseq - signal from RNA-seq in that time point for the TF associated with the perturbed motif, Log2FC_TP – Log2FC for the seven time points, WTalpha_TP – alpha from MPRAnalyze for the

WT region across the seven time points, PERTalpha_TP - alpha from MPRAnalyze for the perturbation across the seven time points

**Title: Supplementary Dataset 2**

**Description:** Average signal effect per motif (separated for active and repressive) per each one of the seven time points. Consensus sequence is showed for all the averaged instances. Each tab contains information on motifs in sequences that passed all four filters in perturbation methods 1, 2, 3 or FRSs, separated for active and repressive motifs. 2 tabs (motif_categories, TF_categories) describing the categories distribution per motif and per TF. A tab describing the region by motif category heat-map.

**Title: Supplementary Dataset 3**

**Description:** Annotation of double perturbation sequences - per perturbation method and for IFRSs. Each tab contains information on all the designed joint perturbation sequences in perturbation methods 1, 2, 3, divided by same/diff PWM perturbations. The columns are similar to **Supplementary Dataset 1**. Each three rows represent the 2 single perturbations and the corresponding joint perturbation. The model tab contains the results of the model and indication if the joint perturbation effect is significant as described in the **Methods** section.

**Title: Supplementary Dataset 4**

**Description:** Candidate sequences for driving state specific (ESC or NPC) activity (**Supplementary Note 1**). Each tab contains information on such sequences (motif, region, sequence, additional motifs in the region) in perturbation methods 1, 2, 3 or FRSs for hESCs or NPCs.

**Title: Supplementary Dataset 5**

**Description:** Primers sequences.

**Title: Supplementary Dataset 6**

**Description:** Experimental design.

# Supplementary material for: Massively parallel reporter perturbation assays uncover temporal regulatory architecture during neural differentiation
**Source:** Nat Commun. 2022 Mar 21;13:1504. doi: 10.1038/s41467-022-28659-0
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Python (version: 3.7) was used for experimental design

Data analysis MPRAalyze, MPRAflow pipelines - publicly available, R (version: 4.0.3), MATLAB 9.11.0.1769968 (R2021b)  
All custom code can be found here:  
<https://zenodo.org/record/5955738>  
DOI: 10.5281/zenodo.5955738

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated during and/or analyzed during the current study are available in the GEO repository under accession code GSE188264 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188264>.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes are noted in each of the figures and resulted from the number of elements designed that were successfully measured after using our processing pipeline. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                             |
| Replication     | lentiMPRA was done with three replicates. All were highly reproducible.                                                                                              |
| Randomization   | LentiMPRA data was allocated based on time-points.                                                                                                                   |
| Blinding        | Blinding was not possible, as we needed to know the identity of each library for the subsequent analyses.                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                            |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | H1 human embryonic stem cells (WA-01, WiCell). 293T (CRL-3216, ATCC).                      |
| Authentication                                                       | H1 human embryonic stem cells and 293T cells were not authenticated.                       |
| Mycoplasma contamination                                             | H1 human embryonic stem cells and 293T cells were not tested for mycoplasma contamination. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                               |

How the deposited data were processed for this re-analysis (not part of the article)

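Barcode counts of a lentiviral reporter library were analysed in H1 cells at 7 time points of neural differentiation (0, 3, 6, 12, 24, 48 and 72 h), with 3 replicate cultures at each time point and a DNA and an RNA library of each culture, 42 libraries in all. Time point, replicate and molecule of each library were taken from the submitters' labels and the column names of the count tables, and no column was left without a sample. The labels and the methods describe the replicates as separate cultures, of which a pair shared a lentivirus batch. Which replicates these were is not given in the sources used here.

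The authors made the count tables with MPRAflow, which counts UMIs per barcode in each library and assigns each barcode to a designed sequence. The values are whole-number counts and were not normalized before they were deposited. For the association of barcodes with sequences, the authors aligned reads with bowtie2. In the deposited association table each barcode has a number of UMIs and the fraction of them that lies on a single sequence. The authors' deposited table of transcription rates holds a ratio of RNA to DNA for each sequence and time point, fitted with MPRAnalyze on counts scaled by the upper quartile. Their deposited table of comparisons gives a p-value and an adjusted p-value for PERT against WT, and the natural log of the ratio of WT to PERT activity. The transcription rates were used here only as an alternative for the activity values, and the p-values only as an alternative chosen after the values had been seen. A pair of annotation tables that repeat the column names was not used here.

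Counts were summed over the barcodes of each sequence that were counted in both the DNA and the RNA library of a culture, and each library was scaled to its total. Sequences with fewer than 10 DNA counts in a library were left out of the tests that use it. Total counts ranged from 4692368 to 7494315 in DNA and from 9979517 to 19848682 in RNA libraries. At these depths the median sequence had 425 to 681.5 DNA counts, and counting error is larger for sequences near the minimum.

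Differential tests were run with edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood fit and test. Each comparison holds an intercept for each library pair, so that the interaction of RNA with the perturbation is the log ratio of PERT to WT activity. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. At single time points the adjustment ran over PERT and RAND sequences and the 7 time points together. Further tests asked for any difference from WT over the time course and for activity that changes over time. Activity above SCRAM was called against the SCRAM median with a spread of 1.4826 times the median absolute deviation. The 4 filters follow the paper's description and ask for a difference at a time point, a difference over the time course, activity above SCRAM and temporal activity. Sites at the same positions of a region were counted once, as the one with the lowest p in edgeR's test over the time course. An FRS passed all filters in method 3 and in method 1 or 2 in the same direction. Categories follow the paper's rules against SCRAM. For motif pairs, edgeR tested the difference between the joint effect and the sum of the single effects, and a pair was called interacting above 0.5 on the natural log scale. Shares of factors were tested with an exact one-sided hypergeometric test for factors with at least 5 FRSs, and motif families, listed by factor name and not holding every factor of a family, with Fisher's exact test. Comparisons over regions used sign-flip permutation tests with 100000 resamples.

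Design, alternatives, motif families and the rule for the items named in the text were fixed before the data were examined. The rule names each motif instance, pair and factor that the paper names, whose values had been seen in its tables and figures. It adds the 5 activating and 5 dampening sites with the largest mean effect in method 3 among sites passing in all 3 methods. It further adds the 5 largest rises and falls of WT activity from 0 to 72 h with the same direction in every replicate, the 3 largest interactions of motif pairs, the 8 factors with the most FRSs and the 3 RAND sequences with the largest effect. Other sites and regions are named as examples of a count and were chosen after their values were seen. The comparison of effects between 0 and 72 h and the summary of sequences with 3 or more perturbed motifs were also added later. A region and a factor that the rule names, and a motif family that passed its test, are not reported here.

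Motif positions come from the paper's supplementary tables and from the designed sequences. Of 2141 motif instances, 1748 had a known position, and for 571 of 571 instances with both sources the positions were equal. Regions were placed in GRCh37 (hg19), the build of the paper's coordinates, with the GENCODE gene annotation lifted to it, and coordinates are given from 1.

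The edgeR tests, except that of the difference of effects between 0 and 72 h, were run on simulated data drawn from the real means and library sizes. For PERT against WT at 0 h (2092 sequences), 100% of log2 changes of -1, 96% of changes of 1, 52% of changes of -0.5 and 26% of changes of 0.5 were recovered, with 0.37% of the unchanged sequences called. For the WT change from 0 to 72 h (582 sequences), 100% of changes of -1 and of 1 were recovered. Of changes of -0.5 and 0.5, 64% and 54% were recovered, with 1.57% of the unchanged sequences called. For motif pairs (309 pairs), all simulated interactions of 1 and -1 were recovered and 0% of the others called.

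Alternatives were another test (DESeq2 1.42.0, limma 3.58.1), the replicate as a block, TMM and upper-quartile scaling, no count minimum, at least 10 barcodes, barcodes counted in DNA or RNA alone, the mean of barcode ratios with a pseudocount of 1, the authors' transcription rates, a linear scale, each replicate left out, a threshold of 0.01, adjustment within method and time point, a SCRAM limit on the log2 scale or at the 95% quantile, agreement of all 3 methods, the interaction limit on the log2 scale, each region counted once per factor, barcodes assigned at 99%, and activity not divided by SCRAM. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used for summaries and plots. MPRAnalyze, chromatin data and gene expression of the earlier study were not used here.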

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

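The comparison of effects between 0 and 72 h was chosen after the single time points had been tested, and the tests of random windows were chosen before their results were seen.

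The effect of perturbation differed between 0 and 72 h at 48 of 398 FRSs (edgeR, adjusted p under 0.05 for the difference itself). In the MMP16 intron on chromosome 8, the log2 effect at 72 h minus that at 0 h was -2.14 for the GBX2 motif, -1.92 for the BARHL1 motif and -1.78 for the POU3F1 motif. Sequences with 3 or more perturbed motifs passed all filters in 80 of 171 tested cases. The paper's methods describe these sequences, and its main text gives no results for them.

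RAND sequences, whose altered window was placed at random, passed all filters with 154 sequences in method 1, 159 in method 2 and 157 in method 3. These are 26.5%, 27.3% and 26.9% of those tested, against 27.4%, 29.1% and 32.0% of single motif perturbations, a difference that was not tested. Noise between barcodes that the 3 cultures share is argued against as the whole cause, because only 1.47% of comparisons of a part of the WT barcodes with the rest passed, against 22.8% of RAND comparisons at the same barcode number. Windows that happen to lie on a perturbed motif are argued against as well, since 26.2% of comparisons passed for windows off every perturbed motif, against 25.6% for windows on them, in the regions whose motif positions are all known. What stays open is activity in the sequence between the chosen motifs, for which the RAND effects of methods 2 and 3 at the same window, each against other WT barcodes, correlated with r = 0.778 over 568 windows of the library, which are not independent samples. This is a hypothesis, as binding sites at these windows that were not chosen for perturbation may account for it, and no test here tells them from a general effect of spacing or composition.

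In 10 splits of the libraries into groups of 3, PERT was tested against WT at single time points in method 3. The real split gave 4897 calls and another at most 0. The main fit, adjusted over PERT and RAND sequences together, had 4871 single perturbation comparisons passing in method 3. The WT change from 0 to 72 h gave 131 calls in the real split and at most 0 in another. For both tests, 1 split of 10 is too large a share for a statement on chance. For motif pairs, 36 interacted in the real split and at most 0 in the other 24 of 25. Exchanging the names of the sequences takes away the single effects as well. These splits therefore cannot tell whether the interactions exceed chance. Of the 36 pairs, 29 have overlapping sites, for which the sum of the single effects is no fit reference, and none is among the 15 pairs kept. For the difference from WT over the time course, tested on 100 sequences, chance can be excluded with 50 calls and at most 45 in another of 40 splits, although by a small margin. A swap of the WT and PERT names in every replicate of a time point only turns the sign there, so that these splits retain part of the difference. For temporal activity, tested on 200 WT sequences, libraries were moved between time points without regard to the replicate number. Chance cannot be excluded by these splits, since 8 of 100 splits gave as many calls as the real one (30) and the highest gave 88. So many calls in another split point to a structure of the samples beside time. The real split called a smaller share than the main fit, so these splits do not judge the main counts directly. In the main fit 225 of 582 WT sequences passed for temporal activity, and 273 did with the replicate as a block. Leaving out replicate 2 gave 100 and leaving out replicate 3 gave 55.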

How the results depend on the processing

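The alternatives listed in the processing summary moved how many sites passed more than which way they went. Of the comparisons of named sites with a value from DESeq2, limma, a block or fewer replicates, 503 had the same call, 13 were no longer past the threshold, 6 newly passed it and 0 changed direction. Of the other values, 382 stayed within their spread or within 1.5 times, 64 moved and 0 reversed. The mean differences between the WT, RAND, PERT and SCRAM classes had the same direction and passed their test under each alternative that gave them. Calls at single time points were lower in PERT in 84.9% (block) to 88.6% of cases across tests and scalings. Many of the sequences of methods 1 and 2 with few barcodes fall under the count minimum.

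The number of FRSs fell furthest when a replicate was left out, to 129 without replicate 3. Some other counts, such as silencing sites and essential SOX1 sites, moved further under other settings, given in the next paragraph. Leaving out a replicate gave the following ranges, with the highest count without replicate 1 and the lowest without replicate 3. Temporal activity of WT was found for 55 to 317 sequences (225 with all replicates). There were 518 to 1921 sequences passing all filters (1646), 119 to 583 RAND sequences passing all filters (470), 129 to 462 functional regulatory sites (398), 120 to 413 activating sites (354), 9 to 49 dampening sites (44), 92 to 161 essential sites (196), 28 to 252 contributing sites (158), 6 to 40 inhibiting sites (33) and 3 to 9 silencing sites (11). WT regions that rose from 0 to 72 h numbered 31 to 169 (88) and those that fell 20 to 67 (43). FRSs covered 67 to 134 motifs (128) and 55 to 210 regions (185), 6 to 17 motif pairs were kept (15), and 17 to 28 SOX1 sites were essential (31). The share activating was 89.4 to 93.0% (88.9%), and the methods correlated with 0.874 to 0.882 for activity (0.891) and with 0.773 to 0.776 for effect (0.792). Fewer samples enter each of these fits. For the rises without replicate 1, the cause was not tested.

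Other settings moved the counts of categories. A threshold of 0.01 gave 25 dampening, 98 contributing, 18 inhibiting and 7 silencing sites, 51 WT regions that rose and 27 that fell, and a stricter threshold calls fewer by construction. Agreement of all 3 methods gave 11 dampening, 9 inhibiting and 2 silencing sites, with a share activating of 96.1%. Upper-quartile scaling gave 28 dampening, 101 contributing and 6 silencing sites, and TMM scaling 6 silencing sites. With no count minimum, 52 SOX1 essential sites and 2 interacting motif pairs were found, the replicate correlation was 0.868, and the methods correlated with 0.849 for activity and 0.739 for effect. The replicate correlation was 0.968 with at least 10 barcodes and 0.971 on a linear scale, where the methods correlated with 0.871 for activity and 0.833 for effect. With all barcodes the correlation of effects was 0.781. The interaction limit on the log2 scale kept 1 interacting pair. The mean of barcode ratios gave a median log2 activity of WT of -0.39, against -0.53. Beyond what is stated, the cause was not tested.

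By the check used the replicate numbers are not shown to pair the libraries, and the sources used here do not say which number marks which lentivirus batch. The deviations of same-numbered libraries correlated with medians of 0.277, 0.27 and 0.0156 for replicates 1 to 3, with a lowest value of -0.156, while 14 of 21 libraries were closest to others of their own number, which is a hint from the data and not from the design. With the replicate number as a block, 15704 comparisons of single perturbations with WT passed, against 12495, and 470 FRSs were found, which include all 398. The block gave 242 contributing sites.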

Differences from the paper's values

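The alternatives named here were set before the data were examined, except the pair described in the last sentences of the next paragraph, which were chosen after seeing the values. The mean correlation between replicates was 0.941, against 0.98 as the paper's value, and none of the alternatives reached it. The correlation between perturbation methods was 0.891 for activity and 0.792 for effect, against 0.81 and 0.71 as the paper's values, and no alternative came to these.

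For filters 1 and 3, 670 sequences of method 1 passed, against 1008 as the paper's number. The replicate block, no count minimum, all barcodes, leaving out replicate 1 and adjustment within method and time point came within 1.5 times of it, and the other alternatives did not. For filters 2 and 4, 509, 540 and 711 sequences of methods 1 to 3 passed, against the paper's 1189, 1224 and 1354, under no alternative within 1.5 times. All filters were passed by 465 sites in method 1 and 493 in method 2, against the paper's 747 and 775. Both came within 1.5 times with the block, no count minimum or without replicate 1, and method 2 also with all barcodes. There were 398 FRSs, against the paper's 598, and the same 4 alternatives and adjustment within method and time point brought them within 1.5 times, while the others did not. Counting the same positions more than once, chosen after seeing the values, gave 410 FRSs and lacked 218 of the paper's 576 items of region and motif, and the p-values of the authors' deposited table, also chosen after seeing the values, gave 410 FRSs and lacked 197 of them, against 212 here. With the latter, 824 sequences of method 1 passed filters 1 and 3.

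Dampening FRSs numbered 44, against the paper's 70, and came within 1.5 times with the block, all barcodes or without replicate 1, but not otherwise. No FRS was alternating (0, against the paper's 2) under any alternative. There were 158 contributing sites against the paper's 367, within 1.5 times only without replicate 1, and 33 inhibiting sites against the paper's 63, within it only with the block. Motifs with both directions numbered 21 against the paper's 63, and regions with both directions 17 against the paper's 86, under no alternative within 1.5 times. Motifs in more than 5 regions numbered 22 against the paper's 35, and motif pairs kept 15 against the paper's 24. The block, no count minimum, all barcodes and leaving out replicate 1 brought both within 1.5 times, and the others did not. None of the kept pairs interacted (0), against 11 as the paper's number, and the alternatives gave at most 2.

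SOX1 had 35 FRSs against the paper's 60, within 1.5 times with the block, no count minimum, all barcodes or without replicate 1. BHLHE40 had 14 against the paper's 23, and SP8 and KLF15 11 each against the paper's 19 and 18, within 1.5 times with the block or without replicate 1. FOSL1 had 14 against the paper's 23, within it with no count minimum or all barcodes, and BX088580.2 had 7 against the paper's 17, within it with no count minimum. The other alternatives did not bring these counts within 1.5 times. Of the 398 FRSs here, 378 (94.97%) are in the paper's list at the same positions. Of 334 with the same region and motif in both lists, all 334 had the same direction and 245 the same sub-category, while 85 were essential here and contributing in the paper.

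The paper describes the NANOG and SOX1 sites in the region of chromosome 6 as contributing, and here they were essential. It names ZIC motifs as enriched among contributing sites and TP73 among inhibiting sites, and here neither passed the test (ZIC2 adjusted p = 1 and TP73 0.729, hypergeometric). It lists SIN3A with repressive motifs, and its 1 FRS here was activating with a mean log2 effect of -0.40. It describes the RARG motif with effects of both directions, and here both RARG FRSs were dampening. It gives 1 of a pair of ELF1 sites as contributing, and here both met the rule for essential in method 3, but neither was an FRS, as their sequences of methods 1 and 2 were not tested. It places that region in an intron of HPS1, and the annotation used here places it in a UTR. It places the region with 2 TRIM28 sites upstream of SALL1, and the annotation places it in an intron. It gives the SOX1 and POU3F1 sites of a region on chromosome 8 as essential functional sites, and here both met the rule for essential in method 3, but the SOX1 site was not an FRS. It describes the MEIS2 and SOX1 sites on chromosome 11 as interacting, and the interaction term here was -0.33 (natural log), below the limit in size. It states that most sequences pass all filters and few pass none, and here 473, 502 and 671 single perturbations of methods 1 to 3 passed all and 672, 676 and 636 passed none, including those under the count minimum. The fold-change columns of its supplement are named as log2, and their values match the log2 effects here only after conversion from the natural log.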

Other observations

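The summary of sequences with 3 or more perturbed motifs and the comparison of method 1 with the other methods were chosen after seeing the data.

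WT regions changed activity during differentiation in both directions. Of 582 WT sequences tested from 0 to 72 h, 88 rose, 43 fell and 451 did not pass (edgeR). Without replicates 1, 2 and 3, 169, 45 and 31 rose and 67, 31 and 20 fell. The largest rise was at chr7:73157351–73157521, between genes near ABHD11, which went from 2.86 to 25.7 times SCRAM (log2 change 3.18 ± 0.177, SE, adjusted p = 4.9e-10, edgeR). An intron region of PAK5, a kinase expressed in brain, at chr20:9553433–9553603 rose by 1.73 ± 0.153 (adjusted p = 4.6e-07, edgeR), and an intron region of EP400, a chromatin remodeller, at chr12:132475303–132475473 by 1.38 ± 0.172 (adjusted p = 1.5e-05, edgeR). The largest fall was in an intron of RFTN2 at chr2:198452085–198452255, with -1.53 ± 0.155 (adjusted p = 1.4e-06, edgeR), from 4.89 to 1.60 times SCRAM. Regions between genes at chr5:121810075–121810245 and chr10:55264315–55264485 changed by -1.43 and -1.14, and an intron region of C4orf45 at chr4:159942866–159943036 went from 13.4 to 6.07 times SCRAM. These regions were chosen for a change in the same direction in 3 of 3 replicates.

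Motif families differed in how often a perturbed site was functional, by Fisher's exact test over 24 families, each of which holds only the factors listed for it. SRF sites were functional in 13 of 15 cases (86.7%, adjusted p = 4.0e-05), CEBPZ sites in 13 of 20 (65%, adjusted p = 0.0037), FOSL1 and JUN sites in 20 of 40 (50%, adjusted p = 0.0093) and POU sites in 17 of 35 (48.6%, adjusted p = 0.022). TEAD sites (19 of 42, adjusted p = 0.026), sites of the 9 listed SOX factors (39 of 103, adjusted p = 0.031) and NANOG and SOX2 sites (12 of 24, adjusted p = 0.045) also lay above the rest. Sites of the nuclear receptors ESRRA, RARG and NR2F2 were functional less often, in 8 of 68 cases (11.8%, adjusted p = 0.021), 4 of them activating and 4 dampening. For 15 families the test was not passed, and a further family that passed it is not reported here. All functional sites of SRF, FOSL1, JUN, NANOG, the POU factors and the listed SOX factors were activating. Sites of a region are not independent, and these p-values take them as such.

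Sequences with 3 or more perturbed motifs combine several motifs of the same factor, in some cases together with motifs of other factors. Motifs of the same factor often lie at overlapping bases, so that a sum of the single effects is no fit reference for the joint effect. Over 34 regions in method 3 (54 sequences), the median log2 effect was -1.08. Perturbed sequences had a median activity of 1.06 times SCRAM, against 2.79 times in WT.

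Among single perturbations passing all filters, more rose in method 1 (115) than in method 2 (31), but not more than in method 3 (118). Among RAND sequences, method 1 gave more rises than both, at 9.81% of comparisons, against 1.53% in method 2 and 4.30% in method 3. Few barcodes are argued against as the cause, since over 240 windows with above-median barcodes the RAND effect of method 1 lay 0.146 above that of method 3. What stays open is the fixed sequence that method 1 inserts, which may itself raise activity. At the same random window its log2 effect was 0.132 (0.13) above that of method 3 in the mean (379 of 580 windows above 0, permutation p = 1e-05) and 0.221 above that of method 2 (436 of 581). For perturbed motifs the difference was 0.0252 to method 3 and 0.172 to method 2, and no biological explanation was tested. These differences restate the rises at matched positions, so they do not test the inserted sequence as the cause.

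Methods 1 and 2 had many sequences with few barcodes. Lower representation of method 1 in the library is argued against, since its sequences with no copy had 1.01 times the barcodes of method 3 at the same motif. Designs that give the same bases under more than 1 name may account for it, as method 1 sequences with a copy had 0.0263 times the barcodes of the others (median 3 barcodes with a copy). With 2 copies 59.5% of sequences lay below the count minimum at 0 h, and with 3 copies 100%, against 1.65% with none. No biological explanation was tested.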
